# Regulation of PV interneuron plasticity by neuropeptide-encoding genes

**DOI:** 10.1038/s41586-025-08933-z

**Published:** 2025-04-30

**Authors:** Martijn Selten, Clémence Bernard, Diptendu Mukherjee, Fursham Hamid, Alicia Hanusz-Godoy, Fazal Oozeer, Christoph Zimmer, Oscar Marín

**Keywords:** Cellular neuroscience, Synaptic plasticity

## Abstract

Neuronal activity must be regulated in a narrow permissive band for the proper operation of neural networks. Changes in synaptic connectivity and network activity—for example, during learning—might disturb this balance, eliciting compensatory mechanisms to maintain network function^1–3^. In the neocortex, excitatory pyramidal cells and inhibitory interneurons exhibit robust forms of stabilizing plasticity. However, although neuronal plasticity has been thoroughly studied in pyramidal cells^4–8^, little is known about how interneurons adapt to persistent changes in their activity. Here we describe a critical cellular process through which cortical parvalbumin-expressing (PV^+^) interneurons adapt to changes in their activity levels. We found that changes in the activity of individual PV^+^ interneurons drive bidirectional compensatory adjustments of the number and strength of inhibitory synapses received by these cells, specifically from other PV^+^ interneurons. High-throughput profiling of ribosome-associated mRNA revealed that increasing the activity of a PV^+^ interneuron leads to upregulation of two genes encoding multiple secreted neuropeptides: *Vgf* and *Scg2*. Functional experiments demonstrated that VGF is critically required for the activity-dependent scaling of inhibitory PV^+^ synapses onto PV^+^ interneurons. Our findings reveal an instructive role for neuropeptide-encoding genes in regulating synaptic connections among PV^+^ interneurons in the adult mouse neocortex.

## Abstract (web summary)

Increasing the activity of individual parvalbumin-expressing interneurons in the mouse brain modulates the number and strength of inhibitory parvalbumin synapses received by these cells through changes in the expression of the neuropeptide-encoding genes *Vgf* and *Scg2*.

## Main

Stabilizing network activity is essential for the operation of neural circuits, most critically during experience-dependent plasticity and learning^9,10^. Neurons regulate their activity through several mechanisms, including altering their intrinsic excitability and modulating the strength and number of synapses they receive^4–6,11,12^. The precise cellular and molecular mechanisms through which neurons undergo synaptic plasticity are, to a large extent, cell type-specific^13–15^.

In the cerebral cortex, the activity of individual neurons depends on the balance between synaptic excitation and inhibition, which is mediated by glutamatergic pyramidal cells and GABAergic (γ-aminobutyric acid-containing) interneurons, respectively. Pyramidal cells receive stable ratios of excitation and inhibition because any increase in excitation leads to a proportional increase in inhibition through the recruitment of inhibitory inputs^16,17^. This activity-dependent reorganization of inhibitory connections that target pyramidal cells requires changes in gene expression and is mediated by retrograde signals from the pyramidal cells^18–20^. Although interneurons are likely to exhibit similar forms of plasticity^21^, the extreme diversity of cortical GABAergic cells has limited their characterization. How individual interneurons adapt to changes in their activity remains largely unknown.

Fast-spiking basket cells that express the calcium-binding protein parvalbumin are the most abundant type of GABAergic interneuron in the mouse neocortex^22^. PV^+^ interneurons have a pivotal role in maintaining the excitation–inhibition balance of cortical circuits through potent perisomatic inhibition of pyramidal cells^23–26^. PV^+^ interneurons regulate experience-dependent plasticity^27^ and are involved in forming neuronal assemblies during learning^28,29^. Although it is evident that PV^+^ interneurons exhibit robust plasticity^30–33^, the cellular mechanisms and molecular signals regulating the adaptation of cortical PV^+^ interneurons to changes in their activity remain poorly characterized.

## Homeostatic scaling of inhibitory connectivity is bidirectional

Most research on stabilizing plasticity in the neocortex has relied on sensory deprivation paradigms, in which changes to network activity evoke changes in neuronal connectivity. Although these studies provided valuable insights into stabilization processes, manipulating network-wide activity prevents studying how individual neurons respond to changes in their activity. To circumvent this limitation, we directly activated a sparse population of PV^+^ interneurons. To this end, we used a chemogenetic approach based on designer receptors exclusively activated by designer drugs (DREADDs), which enables transient neuronal activation (hM3Dq) or inhibition (hM4Di) following administration of the pharmacologically inert molecule clozapine-*N*-oxide (CNO)^34^, targeting specifically neocortical PV^+^ interneurons. In brief, we injected layer 2/3 of the primary somatosensory cortex (S1) of neonatal *Pvalb*^*cre/+*^ mice with an adeno-associated virus (AAV) encoding Cre-dependent hM3Dq and mCherry to restrict its expression to PV^+^ interneurons (Fig. 1a). Most critically, we titrated the virus to infect only a relatively small fraction of PV^+^ interneurons in each mouse, thereby minimizing the possibility of indirect, network-induced changes (Extended Data Fig. 1a,b). We treated young adult mice with CNO or vehicle for two days and examined the synaptic inputs received by hM3Dq-expressing (hM3Dq^+^) PV^+^ interneurons using whole-cell electrophysiology. As a proxy of their activation, we measured FOS protein levels and found that hM3Dq^+^ PV^+^ cells contained higher levels of FOS in mice treated with CNO than in control mice (Fig. 1b,c). We also found that the amplitude and frequency of miniature excitatory postsynaptic currents (mEPSCs) recorded from hM3Dq^+^ PV^+^ interneurons were not affected by the transient activation of these cells (Fig. 1d,e). By contrast, both the amplitude and frequency of miniature inhibitory postsynaptic currents (mIPSCs) were increased following the activation of PV^+^ interneurons (Fig. 1f,g), which led to an overall reduction in the excitatory/inhibitory (E/I) ratio of these cells (Fig. 1h). This effect was caused by CNO-mediated activation of hM3Dq^+^ PV^+^ interneurons, as CNO treatment in mice injected with mCherry-expressing (mCherry^+^) AAVs did not affect the amplitude or frequency of mEPSCs and mIPSCs (Extended Data Fig. 1c–h).

**Fig. 1:**
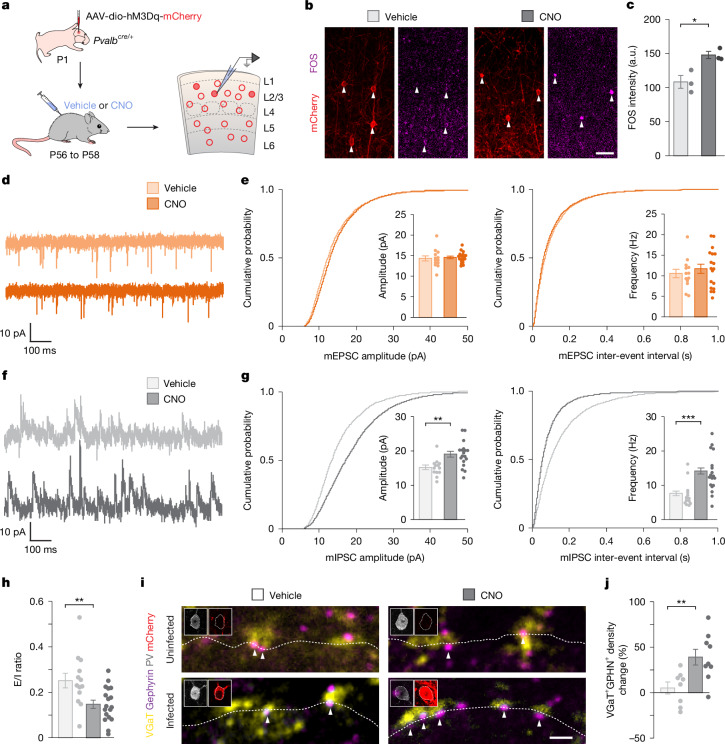
Inhibitory synapses mediate the homeostatic response of PV^+^ interneurons to increased activity. **a**, Experimental strategy. Adapted from ref. ^68^ (reprinted with permission from AAAS) and ref. ^69^. **b**, FOS and PV expression in coronal sections through S1. **c**, Quantification of FOS staining intensity in hM3Dq-mCherry-infected PV^+^ interneurons in vehicle- and CNO-treated mice (vehicle, *n* = 3 mice; CNO, *n* = 3 mice; two-tailed Student’s *t*-test, *P* = 0.02). a.u., arbitrary units. **d**, Traces of mEPSCs recorded from hM3Dq-mCherry-infected PV^+^ interneurons in vehicle- and CNO-treated mice. **e**, Amplitude (vehicle, *n* = 13 cells, 10 slices, 5 mice; CNO, *n* = 18 cells, 15 slices, 8 mice; two-tailed Student’s *t*-test, *P* = 0.71) and frequency (vehicle, *n* = 13 cells, 10 slices, 5 mice; CNO, *n* = 18 cells, 15 slices, 8 mice; two-tailed Student’s *t*-test, *P* = 0.48) of mEPSCs recorded from hM3Dq-mCherry-infected PV^+^ interneurons in vehicle- and CNO-treated mice. **f**, Traces of mIPSCs recorded from hM3Dq-mCherry-infected PV^+^ interneurons in vehicle- and CNO-treated mice. **g**, Amplitude (vehicle, *n* = 13 cells, 10 slices, 5 mice; CNO, *n* = 18 cells, 15 slices, 8 mice; two-tailed Student’s *t*-test, *P* = 0.003) and frequency (vehicle, *n* = 13 cells, 10 slices, 5 mice; CNO, *n* = 18 cells, 15 slices, 8 mice; Mann–Whitney *U* test, *P* = 0.001) of mIPSCs recorded from hM3Dq-mCherry-infected PV^+^ interneurons in vehicle- and CNO-treated mice. **h**, E/I ratio in hM3Dq-mCherry-infected PV^+^ interneurons in vehicle- and CNO-treated mice (vehicle, *n* = 13 cells, 10 slices, 5 mice; CNO, *n* = 18 cells, 15 slices, 8 mice; two-tailed Student’s *t*-test, *P* = 0.005). **i**, Presynaptic VGaT^+^ puncta and postsynaptic gephyrin^+^ clusters in infected and uninfected PV^+^ interneurons in vehicle- and CNO-treated mice. Insets show PV and mCherry immunoreactivity in cell somata. **j**, Quantification of the change in synaptic density between infected and uninfected PV^+^ interneurons in vehicle- and CNO-treated mice (vehicle, *n* = 8 mice; CNO, *n* = 9 mice; two-tailed Student’s *t*-test, *P* = 0.008). Data are mean ± s.e.m. Scale bar, 50 µm (**b**) and 1 µm (**i**). Source data

To investigate whether an increase in inhibitory synapses accompanied the increased inhibitory drive observed in activated PV^+^ interneurons, we performed immunohistochemistry labelling of presynaptic (VGaT) and postsynaptic (gephyrin) markers of inhibitory synapses and quantified their density on the soma of hM3Dq^+^ PV^+^ interneurons. The sparse infection allowed comparison of hM3Dq^+^ PV^+^ interneurons to neighbouring, uninfected PV^+^ interneurons as an internal control. We observed an increase in the density of inhibitory synaptic clusters contacting hM3Dq^+^ PV^+^ interneurons compared with uninfected neighbouring PV^+^ interneurons in CNO-treated but not vehicle-treated mice (Fig. 1i,j and Extended Data Fig. 2a–d). By contrast, CNO treatment did not affect uninfected PV^+^ interneurons (Extended Data Fig. 2e). These experiments revealed that the increase in inhibitory drive observed in hM3Dq^+^ PV^+^ interneurons is accompanied by an increase in the number of inhibitory synapses received by these cells. Moreover, this response is initiated by the increased activity in individual PV^+^ interneurons, as only activated, but not neighbouring control PV^+^ interneurons, showed increased synapse density.

Next, we investigated whether the inhibitory inputs received by PV^+^ interneurons change bidirectionally in response to changes in the activity of these cells. To this end, we reduced the activity of PV^+^ interneurons by expressing a Cre-dependent inhibitory DREADD (hM4Di; Extended Data Fig. 2f). Following CNO administration, we observed no changes in the amplitude and frequency of mEPSCs recorded from hM4Di^+^ PV^+^ interneurons (Extended Data Fig. 2g,h). By contrast, reducing the activity of PV^+^ interneurons led to a decrease in the frequency of mIPSCs recorded from these cells (Extended Data Fig. 2i,j), which resulted in an overall increase in the E/I ratio (Extended Data Fig. 2k). Together, these experiments revealed that modulating the activity of PV^+^ interneurons in vivo leads to a bidirectional compensatory change in the inhibitory drive these cells receive.

## Increased PV^+^ interneuron activity reorganizes synaptic connectivity

Changes in the number of inhibitory inputs dynamically follow the activity of PV^+^ cells. We next tested whether these inputs originate from a specific interneuron population. PV^+^ interneurons receive synapses from the three largest subclasses of interneurons: other PV^+^ interneurons, somatostatin-expressing (SST^+^) interneurons and vasoactive intestinal peptide-expressing (VIP^+^) interneurons^35,36^. To determine the contribution of each of these populations to the changes in presynaptic inhibitory input that follow the increased activity of PV^+^ interneurons, we used optogenetic stimulation to evoke synaptic output from each subclass of interneuron (PV^+^, SST^+^ or VIP^+^) while recording from hM3Dq^+^ PV^+^ interneurons (Fig. 2a). To this end, we first generated mice expressing flippase (Flp) recombinase under the *Pvalb* locus along with Cre-dependent channelrhodopsin (ChR2) alleles (*Pvalb*^*Flp/Flp*^*;RCL*^*ChR2/Chr2*^), and then crossed these mice with *Pvalb*^*cre/+*^, *Sst*^*cre/+*^ and *Vip*^*cre/+*^ mice to generate mice in which ChR2 was expressed in one of each of the three subclasses of interneurons (*Pvalb*^*cre/*Flp^*;RCL*^*ChR2/+*^, *Sst*^*cre/+*^*;Pvalb*^*Flp/+*^*;RCL*^*ChR2/+*^ and *Vip*^*cre/+*^*;Pvalb*^*Flp/+*^*;RCL*^*ChR2/+*^). To modify the activity of PV^+^ interneurons in these experiments, we injected these mice with AAVs encoding a Flp-dependent hM3Dq (Fig. 2a). As in previous experiments, we titrated the virus to infect a small fraction of PV^+^ interneurons (Extended Data Fig. 3a,b) and verified its effectiveness to activate hM3Dq^+^ PV^+^ interneurons using FOS (Extended Data Fig. 3c,d).

**Fig. 2:**
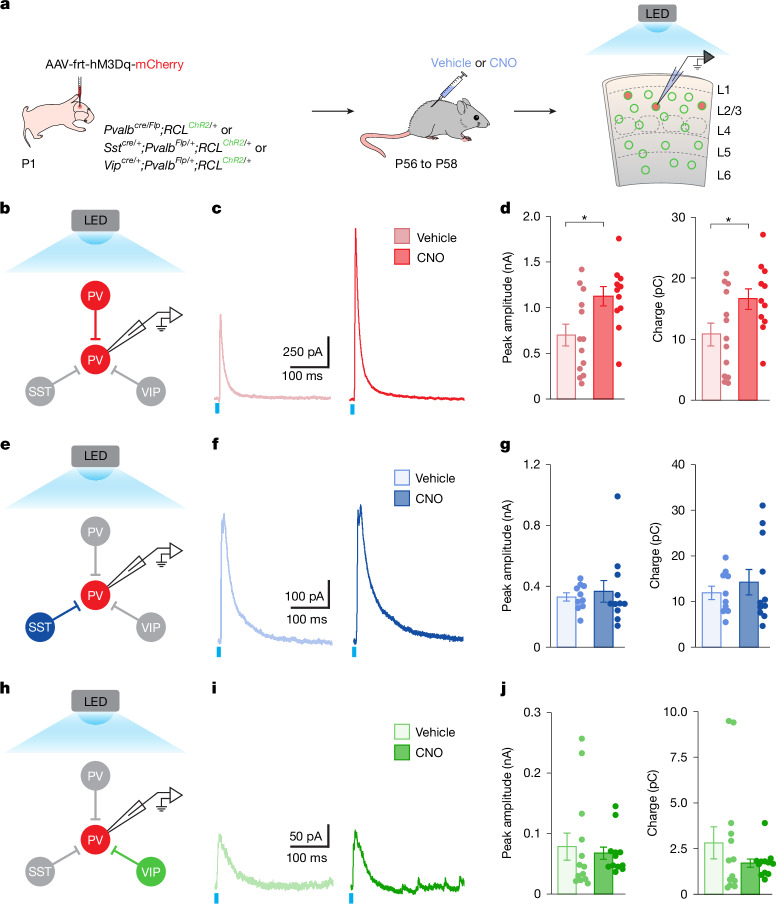
Homeostatic inhibition originates from PV^+^ interneurons. **a**, Experimental strategy. Adapted from ref. ^68^ (reprinted with permission from AAAS) and ref. ^69^. **b**, Recording and stimulation configuration in *Pvalb*^*cre/Flp*^*;RCL*^*Chr2/+*^ mice. **c**, Traces of evoked inhibitory postsynaptic currents (eIPSCs) recorded from hM3Dq^+^ PV^+^ interneurons following full-field stimulation of PV^+^ interneurons in vehicle- and CNO-treated mice. **d**, Peak amplitude (vehicle, *n* = 13 cells, 13 slices, 7 mice; CNO, *n* = 11 cells, 11 slices, 7 mice; two-tailed Student’s *t*-test, *P* = 0.02) and charge (vehicle, *n* = 13 cells, 13 slices, 7 mice; CNO, *n* = 11 cells, 11 slices, 7 mice; two-tailed Student’s *t*-test, *P* = 0.04) of LED-evoked eIPSCs. **e**, Recording and stimulation configuration in *Sst*^*cre/+*^*;Pvalb*^*Flp/+*^*;RCL*^*Chr2/+*^ mice. **f**, Traces of eIPSCs recorded from hM3Dq^+^ PV^+^ interneurons following full-field stimulation of SST^+^ interneurons in vehicle- and CNO-treated mice. **g**, Peak amplitude (vehicle, *n* = 10 cells, 10 slices, 6 mice; CNO, *n* = 11 cells, 11 slices, 5 mice; two-tailed Student’s *t*-test, *P* = 0.64) and charge (vehicle, *n* = 10 cells, 10 slices, 6 mice; CNO, *n* = 11 cells, 11 slices, 5 mice; two-tailed Student’s *t*-test, *P* = 0.48) LED-evoked eIPSCs. **h**, Recording and stimulation configuration in *Vip*^*cre/+*^*;Pvalb*^*Flp/+*^*;RCL*^*Chr2/+*^ mice. **i**, Traces of eIPSCs recorded from hM3Dq^+^ PV^+^ interneurons following full-field stimulation of VIP^+^ interneurons in vehicle- and CNO-treated mice. **j**, Peak amplitude (vehicle, *n* = 13 cells, 12 slices, 6 mice; CNO, *n* = 12 cells, 10 slices, 5 mice; two-tailed Student’s *t*-test, *P* = 0.67) and charge (vehicle, *n* = 13 cells, 12 slices, 6 mice; CNO, *n* = 12 cells, 10 slices, 5 mice; two-tailed Student’s *t*-test, *P* = 0.25) LED-evoked eIPSCs. Data are mean ± s.e.m. Source data

We first examined the contribution of other PV^+^ interneurons to the increased inhibitory drive observed in hM3Dq^+^ PV^+^ interneurons following their increased activity (Fig. 2b). Because ChR2 is also expressed in the recorded cells from *Pvalb*^*cre/Flp*^*;RCL*^*ChR2/+*^ mice, we performed control whole-cell patch-clamp recordings from synaptically isolated PV^+^ interneurons to confirm that the contribution of ChR2-mediated currents is negligible compared with the evoked synaptic currents in our recording conditions (Extended Data Fig. 3e–j). We tested whether CNO treatment affected the excitability of both infected and uninfected PV^+^ interneurons in response to ChR2 stimulation (Extended Data Fig. 4a–f). Whereas infected PV^+^ interneurons in CNO-treated mice exhibited reduced excitability at higher LED stimulus intensities, stimulation at 10% LED power (7.5 mW mm^−2^) led to the same number of evoked action potentials as in infected PV^+^ interneurons from vehicle-treated mice (Extended Data Fig. 4e,f). We recorded spontaneous inhibitory postsynaptic currents (sIPSCs) from each cell before the ChR2 stimulation to verify the increase in inhibitory inputs following treatment with CNO. As expected from previous experiments, we observed increased amplitude and frequency of sIPSCs in hM3Dq^+^ PV^+^ interneurons from CNO-treated compared to vehicle-treated *Pvalb*^*cre/Flp*^*;RCL*^*ChR2/+*^ mice (Extended Data Fig. 5a,b). ChR2-mediated stimulation of PV^+^ interneurons also revealed an increase in the peak amplitude and charge of ChR2-evoked inhibitory postsynaptic currents recorded from hM3Dq^+^ PV^+^ interneurons in CNO-treated mice compared with controls (Fig. 2c,d). Of note, this increase was not due to the global presynaptic strengthening of all PV^+^ synapses because we detected no changes in sIPSCs or ChR2-evoked synaptic currents when recording from pyramidal cells (Extended Data Figs. 4m–o and  5c,d). These experiments demonstrated that the increased inhibition received by PV^+^ interneurons following their prolonged activation derives, at least in part, from other PV^+^ interneurons. To corroborate this observation, we quantified the number of synapses made by PV^+^ interneurons on hM3Dq^+^ PV^+^ interneurons and uninfected neighbouring cells using the PV^+^ specific presynaptic marker synaptotagmin-2 (SYT2)^37^. We found an increase in the density of PV^+^ synaptic clusters contacting hM3Dq^+^ PV^+^ interneurons compared with uninfected neighbouring PV^+^ interneurons in CNO-treated but not vehicle-treated mice (Extended Data Fig. 6a–f). Notably, the density of PV^+^ synaptic clusters was indistinguishable between uninfected cells from vehicle- and CNO-treated mice (Extended Data Fig. 6g). Together, these experiments revealed that increasing the activity of individual PV^+^ interneurons leads to a homeostatic increase in the number of inhibitory synapses these cells receive from other PV^+^ interneurons.

We next tested whether SST^+^ and VIP^+^ interneurons also contribute to the increased inhibitory drive observed in hM3Dq^+^ PV^+^ interneurons following increased activity using the same strategy (Fig. 2a). First, we verified that CNO treatment did not affect the excitability of SOM^+^ or VIP^+^ interneurons (Extended Data Fig. 4g–l). sIPSCs recorded from the hM3Dq^+^ PV^+^ interneurons revealed an increase in amplitude and frequency in CNO-treated mice from both *Sst*^*cre/+*^*;Pvalb*^*Flp/+*^*;RCL*^*ChR2/+*^ and *Vip*^*cre/+*^*;Pvalb*^*Flp/+*^*;RCL*^*ChR2/+*^ mice, which confirmed that CNO treatment in these experiments also led to an increase in inhibitory inputs contacting hM3Dq^+^ PV^+^ interneurons (Extended Data Fig. 5e–h). However, we observed no changes between CNO-treated mice and controls when recording ChR2-evoked synaptic currents in the same PV^+^ interneurons following optogenetic stimulation of SST^+^ or VIP^+^ interneurons (Fig. 2e–j). Together, these experiments demonstrated that raising the activity of PV^+^ interneurons increases the strength and number of inhibitory inputs these cells receive from other PV^+^ interneurons (PV–PV connectivity) but not those from SST^+^ or VIP^+^ interneurons.

## Activity-dependent gene expression

To identify the molecular programme through which PV^+^ interneurons modulate the input that they receive from other PV^+^ interneurons in response to changes in their activity, we set out to obtain the translatome of hM3Dq^+^ PV^+^ interneurons from control and CNO-treated mice. To this end, we used a viral approach to access ribosome-associated mRNAs by translating ribosome affinity purification^38^. In brief, we engineered Flp-dependent AAVs driving the bicistronic expression of haemagglutinin (HA)-tagged ribosomal protein (RPL10A) and MYC-tagged hM3Dq. Because PV is transiently expressed in some layer 5 pyramidal cells, we also flanked this construct with *LoxP* sites so that Cre-mediated recombination would prevent its expression. We injected this virus into S1 of *Pvalb*^*Flp/+*^*;Neurod6*^*cre/+*^ mice to achieve specific and sparse expression in PV^+^ interneurons (Extended Data Fig. 6h,i) and verified its effectiveness to activate hM3Dq^+^ PV^+^ interneurons using FOS (Extended Data Fig. 6j,k). We then isolated S1 from mice treated with vehicle or CNO for 48 h, pulled-down ribosomes using anti-HA beads to isolate ribosome-associated mRNA transcripts from PV^+^ interneurons, and quantified expression levels by RNA sequencing (RNA-seq) (Fig. 3a).

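Translating ribosome affinity purification captures mRNA that is bound to ribosomes of a chosen cell type, here through an HA tag on the ribosomal protein RPL10A that the virus delivers with hM3Dq. The receptor hM3Dq raises neuronal activity when its ligand CNO is given. CNO was injected 5 times at 1 mg/kg, and each sample pooled S1 from 4 brains. The RNA-seq comprised 4 samples from CNO-treated mice and 4 from vehicle-treated mice, numbered as replicates 1 to 4 in each group. For each sample the authors deposited the estimated number of reads on each of 45706 genes, without normalization, and the TPM values calculated from them, which are counts divided by transcript length and scaled to a common total. The reads counted on genes ranged from 44064161 to 49413273 per sample, with a median of 48283313 for CNO and 46372354 for vehicle. The smallest level that this depth can show, taken as 3 reads, lay between 0.0607 and 0.0681 CPM (counts scaled to a common library total). This floor covers counting error only, because reads copied by PCR are not independent molecules. Excluding genes with fewer than 10 reads in at least 4 samples left 17495 genes, of which 15173 had a mean TPM above 1. Counts were normalized by edgeR's TMM method and CNO was compared with vehicle by its quasi-likelihood test with Benjamini-Hochberg adjustment. The biological coefficient of variation shared by all genes was 0.183. *Pvalb*, which encodes PV, had a mean TPM of 995 ± 140 (SD, n = 4) in the CNO samples and 820.2 ± 349 (SD, n = 4) in the vehicle samples. This difference was not larger than the spread between replicates (two-sided exact permutation test, p = 0.514). The *Pvalb* level of vehicle replicate 1 was 300.1 TPM, whereas the other 7 samples lay between 819.7 and 1160.4 TPM. *Slc17a7*, a marker of pyramidal cells, had 331 to 547 TPM in the same samples, the highest of them in vehicle replicate 1.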

**Fig. 3:**
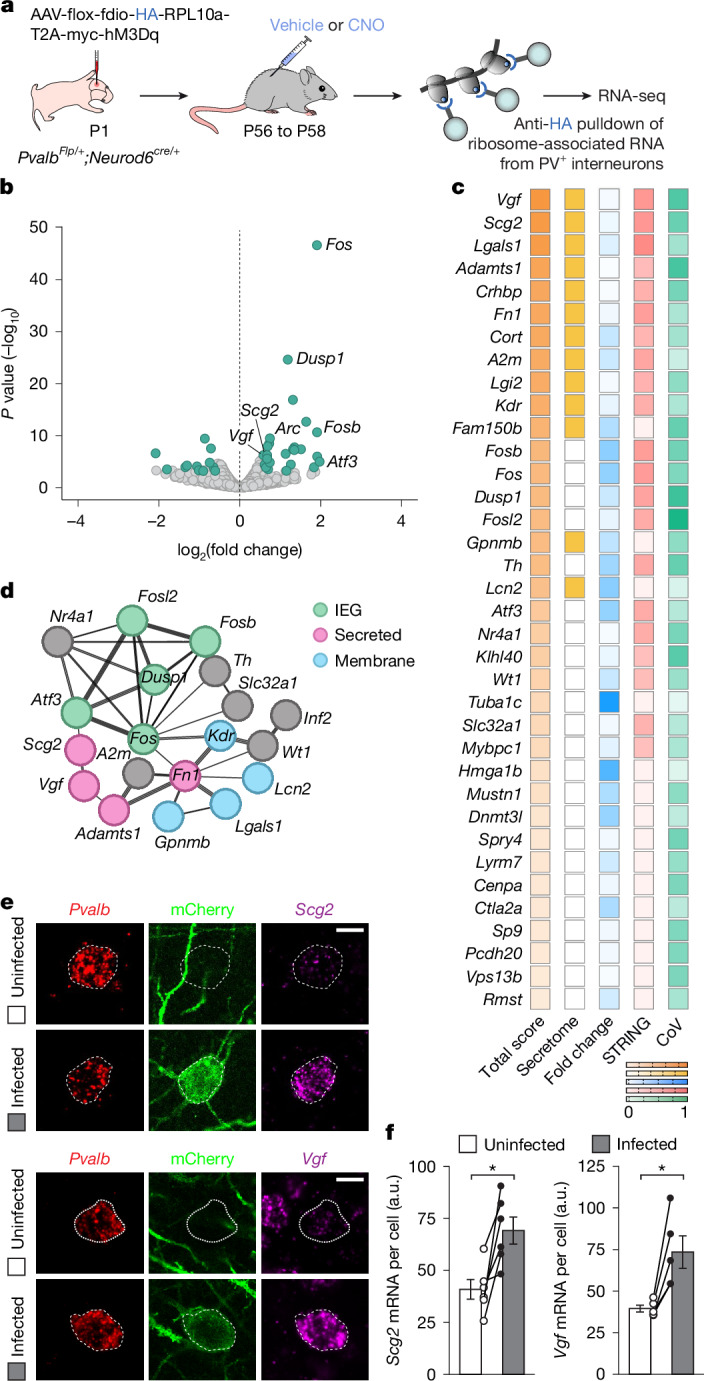
Increased activity in PV^+^ interneurons leads to upregulation of *Scg2* and *Vgf.* **a**, Experimental strategy. Adapted from ref. ^68^ (reprinted with permission from AAAS) and ref. ^69^. **b**, Volcano plot showing ribosome-associated mRNAs identified through RNA-seq. Differentially expressed RNAs (fold change > 1.5, *P* < 0.05, two-sided Wald’s test with adjustment for multiple testing) are labelled in teal. **c**, Ranking of the top DEGs on the basis of four selection criteria (Methods). Darker shades indicate higher scores (values 0 to 1). **d**, Partial STRING network of the most prominent node of DEGs, highlighting IEGs, and genes encoding secreted and membrane-bound proteins. **e**, *Scg2* and *Vgf* expression in neighbouring hM3Dq^+^ and uninfected PV^+^ interneurons in layer 2/3 of S1 from CNO-treated mice. Scale bar, 10 µm. **f**, Expression of *Scg2* (*n* = 6 mice; two-tailed paired Student’s *t*-test, *P* = 0.01) and *Vgf* (*n* = 5 mice; two-tailed paired Student’s *t*-test, *P* = 0.01) in neighbouring hM3Dq^+^ and uninfected PV^+^ interneurons from CNO-treated mice. Data are mean ± s.e.m. CoV, coefficient of variation. Source data

We found 51 differentially expressed genes (DEGs), 37 upregulated and 14 downregulated, in PV^+^ interneurons from vehicle- and CNO-treated mice (Fig. 3b). 

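With the cut-offs of the Methods, an adjusted p under 0.05, a change above 1.5-fold and a mean TPM above 1, the quasi-likelihood test called 0 genes, 0 higher and 0 lower in CNO-treated mice. At an unadjusted p under 0.05 there were 716 genes, 252 higher and 464 lower, which is 4.09% of the genes tested. The smallest adjusted p was 0.0520, for *Fos*, and the next was 0.105, for *Th*. In 423 genes, 2.42% of those tested, all 4 CNO samples lay on one side of all 4 vehicle samples, whereas chance gives 2.86%. Among the alternatives set before the data were examined, the count changed most with the estimateGLMRobustDisp dispersion that the Methods name, used with edgeR's likelihood ratio test. This test called 12 genes, 11 higher and 1 lower, and 8 of them are shown in Fig. 3c: *Fos*, *Fosb*, *Dusp1*, *Th*, *Fam150b*, *Mustn1*, *Dnmt3l* and *Gpnmb*. The other 4, named after their values were seen, were *Gm21986*, *Gm8797* and *Gm10649*, which were higher, and *Rgs9*, which was lower. In *Fam150b*, 33.7% of the 31-nucleotide stretches of its transcripts also occur in transcripts of other genes. DESeq2's Wald test called 10 genes, 9 of which were also called by the likelihood ratio test.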

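*Fos*, *Fosb* and *Fosl2* encode members of the FOS family of transcription factors, which neurons express when their activity rises. *Fos* (ENSMUSG00000021250) lies on chromosome 12 of GRCm38 from 85473890 to 85477273. Its level was 49.1 ± 16.4 TMM-normalized CPM (SD, n = 4) with CNO and 12.9 ± 2.01 (SD, n = 4) with vehicle, a log2 fold change of 1.93 (standard error 0.22). The adjusted p was 6.25e-20 from the likelihood ratio test with robust dispersion. With each sample left out in turn, the log2 fold change of *Fos* stayed between 1.72 and 2.09, and its adjusted p from the quasi-likelihood test ranged from 0.0132 to 0.539. *Fosb* (ENSMUSG00000003545), on chromosome 7 from 19302696 to 19310051, had 4.32 ± 1.49 CPM (SD, n = 4) with CNO and 1.17 ± 0.193 (SD, n = 4) with vehicle. Its log2 fold change was 1.88 (standard error 0.26, adjusted p = 0.123 from the quasi-likelihood test and 1.29e-07 from the likelihood ratio test). *Fosl2* (ENSMUSG00000029135), on chromosome 5 from 32135801 to 32157842, had 13.6 ± 3.86 CPM (SD, n = 4) with CNO and 8.44 ± 0.618 (SD, n = 4) with vehicle. This log2 fold change of 0.69 (standard error 0.18) had an adjusted p of 0.817 from the quasi-likelihood test and 0.245 from the likelihood ratio test. Each of these 3 genes was higher in all 4 CNO samples than in any vehicle sample (two-sided exact permutation test of each gene, p = 0.0286, the smallest p that 4 samples against 4 allow). A list of 42 IEGs was fixed before the data were examined, and 41 of them were tested. Adjusted over this list alone, 5 had a p under 0.05 in the quasi-likelihood test (*Fos*, *Fosb*, *Dusp1*, *Atf3* and *Fosl2*), and 0 did when adjusted over all genes. All 5 are also shown in Fig. 3c, from the paper's calls on the same data.

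**Figure D1:**
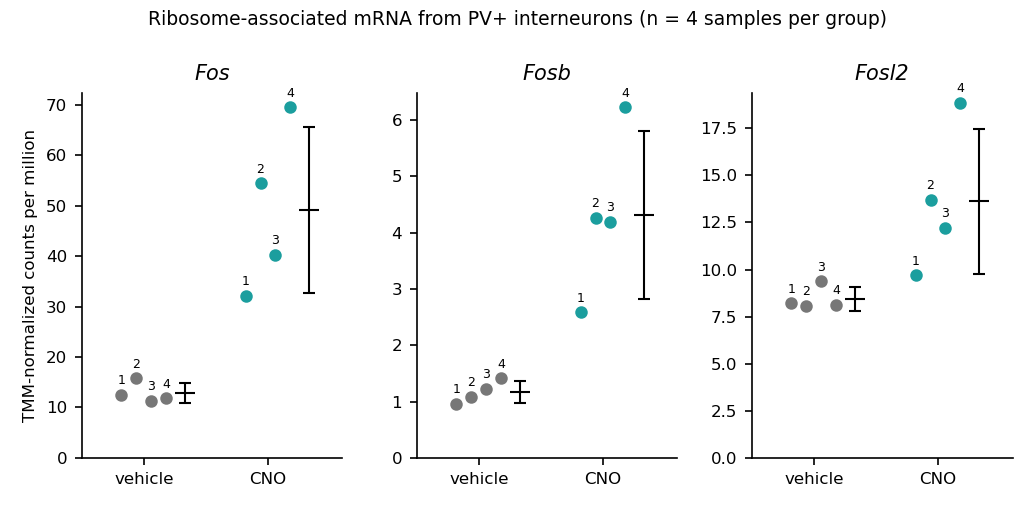
TMM-normalized CPM of *Fos*, *Fosb* and *Fosl2* in each vehicle and CNO sample, labelled by replicate, with the mean and SD of each group (n = 4). In all 3 genes the CNO samples lie above the vehicle samples, and CNO replicate 1 is the lowest of the CNO samples and replicate 4 the highest.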

Among the upregulated genes, we identified several immediate early genes (IEGs), such as *Fos*, *Fosb* and *Fosl2*, which is consistent with the increased activity of hM3Dq^+^ PV^+^ interneurons treated with CNO. 

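Of the 36 genes shown in Fig. 3c, 35 were tested, and *Hmga1b* was not analysed here. In the CNO samples 31 were higher and 4 were lower, with log2 fold changes from -0.56 (*Rmst*) to 1.93 (*Fos*) and a median of 0.71. The change was above 1.5-fold in 27 genes, and 33 had a mean TPM above 1. At an unadjusted p under 0.05 there were 26 genes. Adjusted over all genes, 0 passed 0.05, and adjusted over these 35 alone, 24 did, which shows no stability because the list is the paper's own calls on the same data. The CNO and vehicle samples did not overlap in 12 of the 35 genes, a count that the choice of these genes by their difference in the same samples also raises. As a measure of reproducibility, the SD was divided by the mean of the normalized counts within each group, and the ratios of both groups were added. Over the 35 genes this sum had a median of 0.631, against 0.277 over all tested genes with a mean TPM above 1. It was lowest for *Fosl2*, at 0.356, and highest for *Tuba1c*, at 1.82. *Tuba1c* had a log2 fold change of -0.08 (standard error 0.94), and 55.3% of the 31-nucleotide stretches of its transcripts also occur in transcripts of other genes. Its direction reversed with 1 surrogate variable in the model, to 0.49. The scores for protein interactions and secretion were not analysed here.

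**Figure D2:**
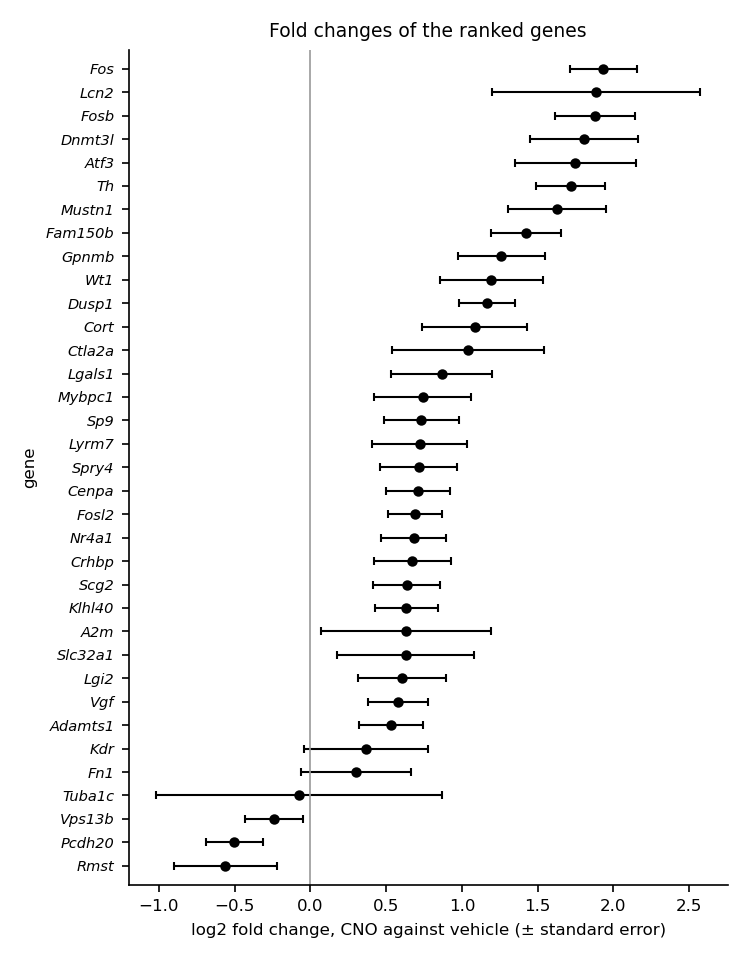
Log2 fold change of each of the 35 tested genes, CNO against vehicle, from the quasi-likelihood model, with bars for the standard error (4 samples per group). The values run from 1.93 for *Fos* to -0.56 for *Rmst*, and the widest bar, 0.94, belongs to *Tuba1c*, whose direction changes with the model.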

We ranked DEGs according to several criteria, including fold expression change, biological reproducibility, the strength of predicted protein–protein interactions, and the secretory nature of the proteins (Fig. 3c, Extended Data Table 1 and Methods). The top candidates on this prioritized list included *Adamts1*, which encodes a disintegrin and metalloproteinase with thrombospondin motif protein family member responsible for cleaving lecticans in the perineuronal nets surrounding PV^+^ interneurons^39^, *Lgals1*, which encodes a glycoprotein of the galectin family developmentally enriched in PV^+^ basket cells^40^, and two neuropeptide-encoding genes, secretogranin II (*Scg2*) and *Vgf*, which have been linked to synaptic plasticity^18,41^. 

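*Vgf* (ENSMUSG00000037428) lies on chromosome 5 of GRCm38 from 137026392 to 137033351. It had 74.9 ± 15.6 normalized CPM (SD, n = 4) with CNO and 50.2 ± 13.3 (SD, n = 4) with vehicle, a log2 fold change of 0.58 (standard error 0.20). *Scg2* (ENSMUSG00000050711), on chromosome 1 from 79434669 to 79440120, had 138 ± 34.2 CPM (SD, n = 4) with CNO and 88.8 ± 24.6 (SD, n = 4) with vehicle, a log2 fold change of 0.63 (standard error 0.22). *Lgals1* (ENSMUSG00000068220), on chromosome 15 from 78926725 to 78930465, had 12.0 ± 3.80 CPM (SD, n = 4) with CNO and 6.59 ± 2.76 (SD, n = 4) with vehicle, a log2 fold change of 0.87 (standard error 0.33). *Adamts1* (ENSMUSG00000022893), on chromosome 16 from 85793827 to 85803113, had 18.5 ± 3.28 CPM (SD, n = 4) with CNO and 12.8 ± 3.92 (SD, n = 4) with vehicle, a log2 fold change of 0.53 (standard error 0.21). The quasi-likelihood test gave unadjusted p values of 0.0153 for *Vgf*, 0.0165 for *Scg2*, 0.0250 for *Lgals1* and 0.0285 for *Adamts1*, and an adjusted p of 0.817 for each of them. In each gene 3 of the 4 CNO samples lay above the highest vehicle sample. Exact permutation tests (two-sided, 4 samples against 4) gave p = 0.0857 for *Vgf* and *Scg2* and p = 0.0571 for *Lgals1* and *Adamts1*, so none of these differences passed 0.05. With each sample left out in turn, the log2 fold changes stayed positive, from 0.41 to 0.68 for *Vgf*, 0.46 to 0.78 for *Scg2*, 0.59 to 1.01 for *Lgals1* and 0.37 to 0.69 for *Adamts1*. The lowest of these values came without vehicle replicate 1 in all 4 genes. With 1 surrogate variable in the model, the log2 fold changes were lower still, at 0.30 for *Vgf* (standard error 0.089), 0.30 for *Scg2* (0.070), 0.41 for *Lgals1* (0.13) and 0.28 for *Adamts1* (0.13). An index of PV+ interneuron markers minus pyramidal cell markers was added to the model, a choice made after seeing the data. The log2 fold changes were then 0.28 for *Vgf* (standard error 0.091), 0.28 for *Scg2* (0.090), 0.36 for *Lgals1* (0.13) and 0.25 for *Adamts1* (0.12). The quasi-likelihood test with this index gave unadjusted p values of 0.0110, 0.00953, 0.0175 and 0.0687 in the same order, and an adjusted p of 1.00 for each. Robust dispersion, the likelihood ratio test and a block of replicates 1 and 2 against 3 and 4 were also combined after seeing the data. The adjusted p was then 0.0139 for *Vgf* (0.0139 to 1.00 over all alternatives), 0.0348 for *Scg2* (0.0348 to 1.00), 0.0748 for *Lgals1* (0.0748 to 1.00) and 0.04998 for *Adamts1* (0.04998 to 1.00), and of these genes only *Scg2* also passed the fold-change cut-off.

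**Figure D3:**
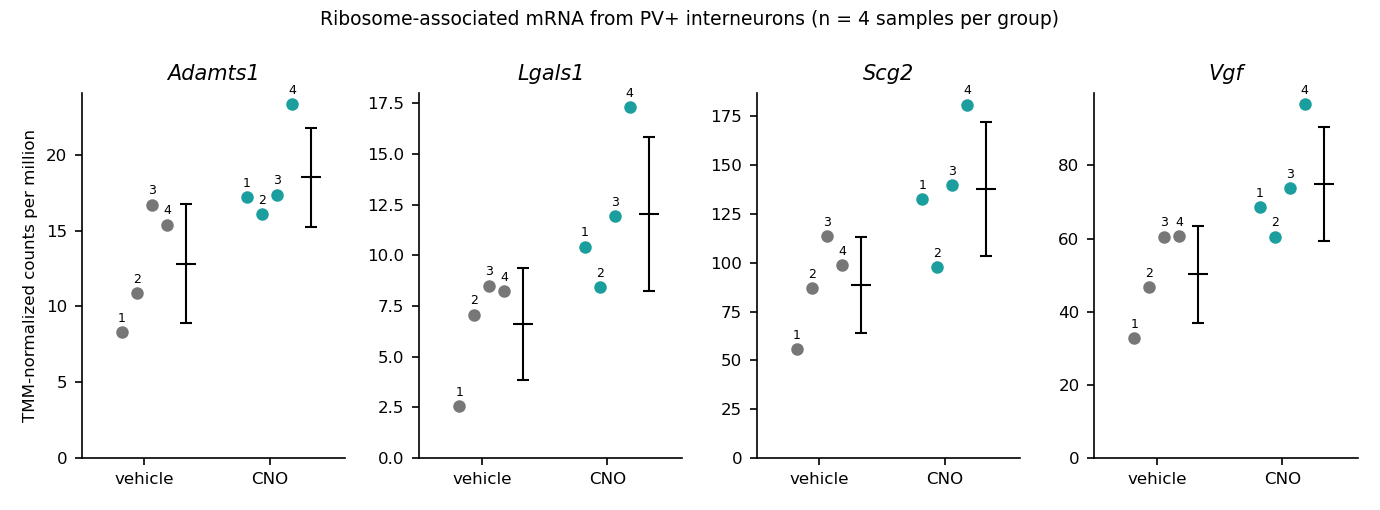
TMM-normalized CPM of *Adamts1*, *Lgals1*, *Scg2* and *Vgf* in each vehicle and CNO sample, labelled by replicate, with the mean and SD of each group (n = 4). In each gene vehicle replicate 1 is the lowest sample, CNO replicate 4 is the highest and CNO replicate 2 lies among the vehicle samples.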

Protein–protein interaction network analysis by STRING^42^ revealed that many DEGs constitute an active node enriched in IEGs and other transcription factors, along with the two top candidates, *Scg2* and *Vgf* (Fig. 3d). 

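All 19 genes drawn in the network of Fig. 3d were tested for expression. With CNO 18 were higher and 1, *Inf2*, was lower, and the median log2 fold change was 0.69. At an unadjusted p under 0.05 there were 14 genes. Adjustment over the 19 genes alone left 14 under 0.05 and adjustment over all genes left 0, and the former shows no stability because the network was drawn from the paper's own calls. The groups did not overlap in 7 of them (*Th*, *Fosb*, *Fos*, *Dusp1*, *Atf3*, *Fosl2* and *Gpnmb*), which the same choice favours. *Dusp1*, which encodes a phosphatase and overlaps 4 other genes in the annotation, had 106 ± 24.7 normalized CPM (SD, n = 4) with CNO and 47.2 ± 10.1 (SD, n = 4) with vehicle. Its log2 fold change was 1.17 (standard error 0.19, adjusted p = 0.239 from the quasi-likelihood test and 2.62e-07 from the likelihood ratio test with robust dispersion). The transcription factor gene *Atf3* had a log2 fold change of 1.75 (standard error 0.40) and a mean TPM of 0.988. *Nr4a1* had a log2 fold change of 0.68 (standard error 0.22) and overlapping groups (two-sided exact permutation test, 4 samples against 4, p = 0.114). *Slc32a1*, with a log2 fold change of 0.63 (standard error 0.45), shares 24.2% of its 31-nucleotide stretches with other genes, and its direction reversed to -0.063 with the index of PV+ interneuron markers in the model. *Kdr*, a gene of blood vessel cells, had a log2 fold change of 0.37 (standard error 0.41), and *Fn1* one of 0.30 (standard error 0.36). The interaction network itself was not analysed here.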

We confirmed that *Scg2* and *Vgf* mRNA expression was upregulated following the activation of PV^+^ interneurons in vivo using single-molecule fluorescence in situ hybridization (Fig. 3e,f and Extended Data Fig. 7a–e). Together, these results revealed that cortical PV^+^ interneurons react to a sustained increase in their activity by inducing the expression of a molecular programme that includes IEGs, genes linked to the remodelling of perineuronal nets, and genes encoding secretable neuropeptides.

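The 3 groups of genes were tested as sets, from lists fixed before the data were examined, with camera, which asks whether a set's genes change more than the other genes tested. Of the 41 IEGs tested, 31 were higher and 10 lower with CNO, with a median log2 fold change of 0.26 (adjusted p = 1.50e-12 over the 3 sets). Over all 35 splits of the 8 samples into 4 against 4, the median unadjusted camera p of the IEGs was 0.0279. It was 6.69e-12 with CNO replicates 1 and 3 and vehicle replicates 1 and 4 on one side, which holds both treatments equally. Camera therefore overstates how far the treatment sets the IEGs apart. The rotation test fry, which asks whether a set changes at all, gave an adjusted p of 0.128 for the IEGs, and their adjusted p ranged from 1.88e-26 to 0.128 over all alternatives. Of 36 genes linked to perineuronal nets 32 were tested, and 13 were higher and 19 lower, with a median log2 fold change of -0.07 (adjusted p = 0.331). Without CNO replicate 1 the direction of this set reversed. It was lower at an adjusted p under 0.05 with 1 surrogate variable, and also with the index of PV+ interneuron markers chosen after seeing the data. Its adjusted p ranged from 0.0200 to 0.910 over all alternatives. Of 35 genes for neuropeptides, granins and their processing 29 were tested, and 16 were higher and 13 lower, with a median log2 fold change of 0.07 (adjusted p = 0.331). The list also held *Bdnf*, *Igf1*, *Nxph1* and *Crhbp*, which do not belong to these classes in the strict sense. It was not tested without them. The direction of this set reversed without vehicle replicate 1 and with 1 surrogate variable in the model. Adjusted over its own list, 0 genes of either of the latter sets had a p under 0.05, and 0 did over all genes. The paper draws its conclusion from the differentially expressed genes, their ranking and network and the in situ hybridization of *Scg2* and *Vgf*. It concludes that a sustained rise in the activity of cortical PV+ interneurons induces a programme that includes genes of these 3 kinds. It does not state that any of the lists tested here changes as a whole.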

## Vgf mediates inhibitory plasticity in PV^+^ interneurons

To test whether *Scg2* and *Vgf* mediate the changes in PV–PV synaptic connectivity during plasticity, we sought to downregulate the expression of these genes, specifically in activated PV^+^ interneurons. To this end, we designed Cre-dependent AAVs expressing both hM3Dq and a short hairpin RNA (shRNA) targeting the candidate genes (sh*Scg2,* sh*Vgf* and shLacZ as a control) and validated their ability to downregulate the expression of the target genes (Extended Data Fig. 7f–h). We then performed three separate experiments injecting *Pvalb*^*cre/+*^ mice with AAVs conditionally expressing hM3Dq and shRNAs targeting *Scg2* (sh*Scg2-*hM3Dq), *Vgf* (sh*Vgf-*hM3Dq) or *LacZ* (sh*LacZ-*hM3Dq). As in previous experiments, viral injections were titrated to infect only a small population of PV^+^ interneurons. We also confirmed that the three vectors led to the activation of infected PV^+^ interneurons following CNO administration (Extended Data Fig. 7i–k).

We assessed the effect of downregulating *Scg2* or *Vgf* expression on the formation of PV^+^ synapses contacting hM3Dq^+^ PV^+^ interneurons following treatment with vehicle or CNO (Fig. 4a). We found no changes in the density of PV^+^ (SYT2^+^ gephyrin^+^) synapses contacting the soma of neighbouring infected and uninfected PV^+^ interneurons in vehicle-treated mice (Extended Data Fig. 8a). This result suggested that the prolonged downregulation of *Scg2* and *Vgf* alone does not modify the basal inhibitory connectivity of PV^+^ interneurons. We then examined whether the downregulation of *Scg2* or *Vgf* would interfere with the plasticity of inhibitory synapses contacting PV^+^ interneurons in CNO-treated mice. As expected, we observed a substantial increase in the density of SYT2^+^ gephyrin^+^ puncta contacting infected PV^+^ interneurons in mice injected with shLacZ-hM3Dq and treated with CNO (Fig. 4b,c). This effect was attenuated in mice injected with sh*Scg2-*hM3Dq and abolished in mice injected with sh*Vgf-*hM3Dq (Fig. 4b,c and Extended Data Fig. 8c–h). In other words, we continued to observe an increase in PV^+^ synapse density on PV^+^ interneurons infected with shLacZ following CNO treatment and PV^+^ interneurons infected with sh*Scg2* had a reduced ability to increase the number of PV^+^ synapses they received in response to an increase in their activity, whereas PV^+^ cells infected with sh*Vgf* were completely unable to increase the number of PV^+^ synapses they receive. These experiments demonstrated that the upregulation of *Scg2* and, most notably, *Vgf* in PV^+^ interneurons following their activation is required to form or stabilize synapses from other PV^+^ interneurons in response to changes in their activity.

**Fig. 4:**
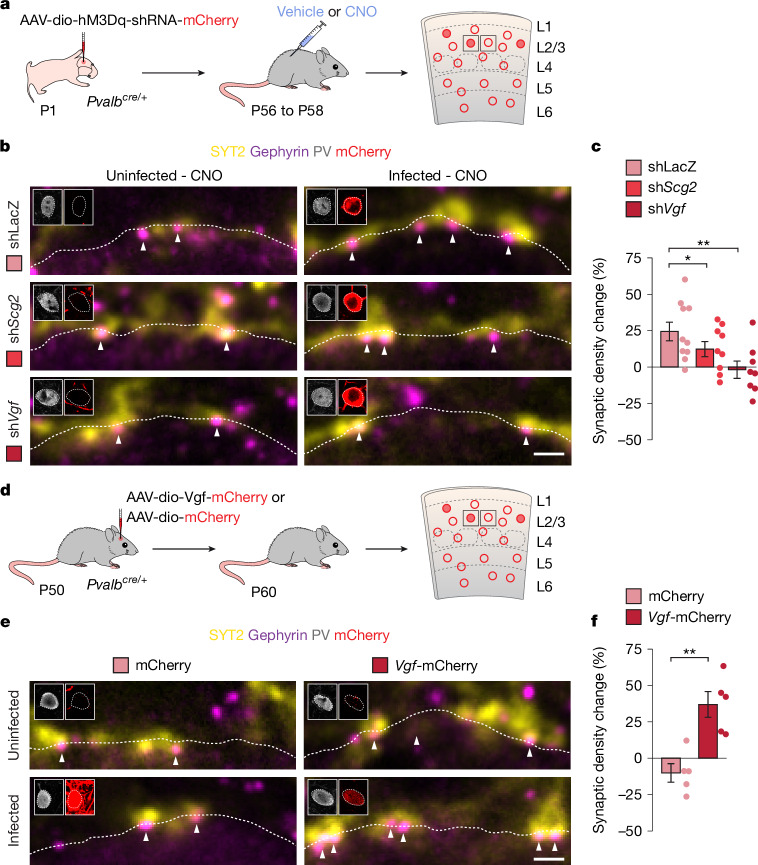
VGF is necessary and sufficient for scaling PV–PV connectivity. **a**, Experimental strategy. **b**, Presynaptic SYT2^+^ puncta and postsynaptic gephyrin^+^ clusters in shLacZ, sh*Scg2* and sh*Vgf* expressing PV^+^ interneurons in vehicle- and CNO-treated mice. Insets show PV and mCherry immunoreactivity in cell somata. Scale bar, 1 µm. **c**, Quantification of the change in synaptic density between infected and uninfected PV^+^ interneurons in CNO-treated mice injected with hM3Dq-shLacZ (*n* = 10 mice), hM3Dq-sh*Scg2* (*n* = 9 mice, two-tailed one-sample *t*-test, *P* = 0.049) and hM3Dq-sh*Vgf* (*n* = 8 mice, two-tailed one-sample *t*-test, *P* = 0.003). **d**, Experimental strategy. **e**, Presynaptic SYT2^+^ puncta and postsynaptic gephyrin^+^ clusters in mCherry- and *Vgf*-mCherry-expressing PV^+^ interneurons. Insets show PV and mCherry immunoreactivity in cell somata. Scale bar, 1 µm. **f**, Quantification of change in synaptic density between neighbouring uninfected and infected PV^+^ interneurons in mice injected with *Vgf-*mCherry (uninfected, *n* = 5 mice; CNO, *n* = 5 mice; two-tailed Student’s t-*t*est, *P* = 0.003). Data are mean ± s.e.m. Schematics in **a**,**d** adapted from ref. ^68^ (reprinted with permission from AAAS) and ref. ^69^. Source data

We then tested whether increased expression of *Vgf* is sufficient for the increase in PV–PV connectivity in the absence of increased activity. To this end, we generated Cre-dependent AAVs to overexpress VGF–mCherry or mCherry alone, injected them into S1 of postnatal day 50 (P50) *Pvalb*^*cre/+*^mice, and assessed changes in inhibitory synaptic density ten days after injection (Fig. 4d and Extended Data Fig. 9a–c). We found a significant increase in the density of PV^+^ synapses targeting PV^+^ interneurons expressing VGF–mCherry compared with uninfected neighbouring control cells (Fig. 4e,f and Extended Data Fig. 9f,g). By contrast, we did not observe this increase in PV^+^ interneurons infected with mCherry alone (Fig. 4e,f and Extended Data Fig. 9d,e). To test whether the increase in structural PV–PV connectivity resulted in altered synaptic transmission, we recorded mEPSCs and mIPSCs from PV^+^ interneurons expressing VGF–mCherry or mCherry alone. We found no change in the amplitude and frequency of mEPSCs or mIPSCs (Extended Data Fig. 9h–l). In addition, we found no changes in the inhibitory paired-pulse ratio (Extended Data Fig. 9m,n), indicating that overexpression of VGF does not affect release probability. These experiments demonstrate that increased VGF expression, without increased activity, is sufficient to increase structural connectivity among PV interneurons. However, additional activity-dependent factors seem required for the functional plasticity of these connections.

## Network activation increases VGF expression and PV–PV connectivity

Chemogenetic activation of a small subset of PV^+^ interneurons leads to the expression of VGF and other factors in the activated cells and a subsequent increase in PV–PV connectivity. To explore whether this regulation of PV–PV connectivity also occurs in physiologically relevant conditions, we used contextual fear conditioning (cFC), an experimental model of fear learning. This single-trial paradigm increases the activity of a sparse population of pyramidal cells and PV^+^ interneurons in the CA1 region of the hippocampus, which are thought to encode a memory trace^43,44^. We confirmed that mice receiving three foot shocks displayed significantly longer freezing when re-exposed to the experimental environment than control unshocked mice, demonstrating the successful association of foot shocks to the experimental environment (Extended Data Fig. 10a,b). In these mice, a fraction of CA1 PV^+^ interneurons expresses FOS 2 h after cFC (Extended Data Fig. 10c,d), confirming that this behavioural paradigm reliably activates a subset of PV^+^ interneurons in a time-locked manner.

Because the inhibition received by PV^+^ interneurons may factor in their recruitment in response to cFC, we first assessed PV–PV connectivity to determine the baseline of activated PV^+^ interneurons in these experiments. To this end, we quantified the density of PV^+^ (SYT2^+^ gephyrin^+^) synapses onto activated (FOS^+^) and neighbouring, non-activated (FOS^−^) PV^+^ interneurons 2 h after cFC (Fig. 5a) when FOS expression peaks, but before there is time for structural changes in inhibitory synapses^45,46^. We found that FOS^+^ PV^+^ interneurons consistently received fewer synapses from other PV^+^ cells than neighbouring FOS^−^ PV^+^ cells (Fig. 5b,c). This observation revealed that cFC preferentially recruits CA1 PV^+^ interneurons among those receiving less inhibition from other PV^+^ cells.

**Fig. 5:**
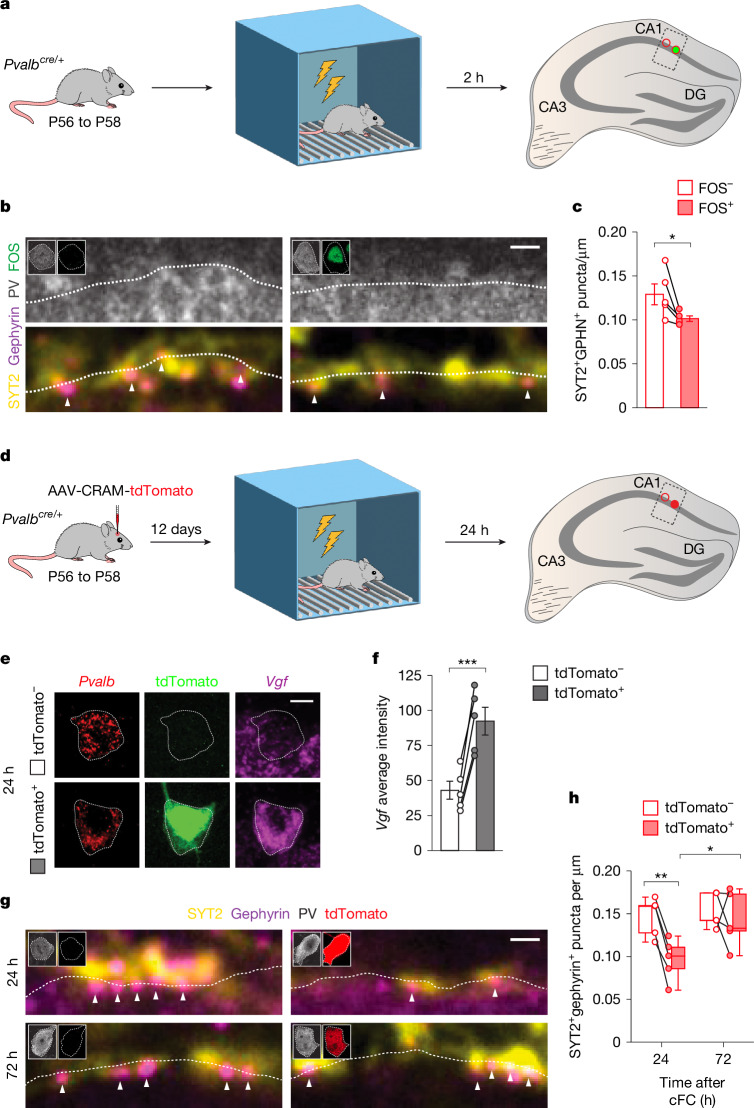
Contextual fear conditioning increases *Vgf* expression and PV–PV connectivity in activated PV^+^ interneurons. **a**, Experimental strategy. **b**, Presynaptic SYT2^+^ puncta and postsynaptic gephyrin^+^ clusters on FOS^−^ and FOS^+^ PV^+^ cells 2 h after cFC. Insets show PV and FOS immunoreactivity in cell somata. **c**, Quantification of PV^+^ synaptic density onto FOS^−^ and FOS^+^ PV^+^ interneurons 2 h after cFC (FOS^−^, *n* = 5 mice; FOS^+^, *n* = 5 mice; two-tailed Student’s *t*-test, *P* = 0.044). **d**, Experimental strategy. **e**, *Vgf* expression 1 h after cFC in activated (tdTomato^+^) and neighbouring, non-activated (tdTomato^−^) PV^+^ interneurons. **f**, Quantification of *Vgf* intensity in tdTomato^−^ and tdTomato^+^ PV interneurons (tdTomato^−^, *n* = 5 mice; tdTomato^+^, *n* = 5 mice; two-tailed paired Student’s *t*-test, *P* = 8 × 10^-4^). **g**, Presynaptic SYT2^+^ puncta and postsynaptic gephyrin^+^ clusters in tdTomato^−^ and tdTomato^+^ PV^+^ interneurons 24 and 72 h after cFC. **h**, Quantification of the change in synaptic density between activated (tdTomato^+^) and non-activated (tdTomato^−^) PV^+^ interneurons 24 and 72 h after cFC. 24 h: *n* = 5 mice; 72 h: *n* = 5. tdTomato^−^ versus tdTomato^+^ at 24 h: two-tailed paired Student’s *t*-test, *P* = 0.001; tdTomato^+^ at 24 h versus tdTomato^+^ at 72 h: two-tailed Student’s *t*-test, *P* = 0.033. Data are presented as mean ± s.e.m. In box plots, the centre line indicates the median, box limits delineate middle quartiles, and whiskers indicate maximum and minimum. Scale bars: 10 µm (**e**) and 1 µm (**b**,**g**). Schematics in **a**,**d** adapted from ref. ^69^. Source data

We next examined whether the activation of PV^+^ interneurons through cFC leads to increased *Vgf* expression and PV–PV connectivity, as observed in the chemogenetic experiments. Since FOS is only transiently expressed following increased neuronal activity^45,46^, we used Cre-dependent robust activity marking (CRAM)^47^ to label the cFC-activated PV^+^ interneurons beyond the time of FOS expression. CRAM leads to the Cre-dependent expression of tdTomato from an activity-dependent promotor in a Tet^off^ system, allowing the persistent labelling of cells expressing FOS in a time-locked manner (that is, following induction by cFC). When performing these experiments in *Pvalb*^*cre/+*^ mice, CRAM consistently labelled a small subset of PV^+^ interneurons up to seven days after cFC (Extended Data Fig. 10e,f), thereby distinguishing cFC-activated (tdTomato^+^) and neighbouring non-activated (tdTomato^−^) PV^+^ interneurons.

To examine whether cFC led to a sustained increase in *Vgf* expression, we injected CRAM in the hippocampus of *Pvalb*^*cre/+*^ mice, performed cFC, and analysed the brains 24 h later (Fig. 5d). We observed that *Vgf* expression was increased in activated tdTomato^+^ PV^+^ cells compared with neighbouring, non-activated tdTomato^−^ PV^+^ interneurons (Fig. 5e,f), demonstrating that network-driven activation of PV^+^ interneurons through a behavioural paradigm increases *Vgf* expression in these cells.

Next, we examined whether the *Vgf* expression induced by cFC is followed by an increase in PV–PV connectivity, as observed in our chemogenetic experiments. Consistent with our observation in FOS^+^ cells (Fig. 5b,c), we found that activated tdTomato^+^ PV^+^ interneurons received a markedly lower (around 34%) density of PV^+^ synapses than neighbouring non-activated PV^+^ cells 24 h after cFC (Fig. 5g,h). However, the density of inhibitory synapses received by activated tdTomato^+^ PV^+^ markedly increased over the following 48 h, whereas no significant changes were observed in neighbouring non-activated PV^+^ cells (Fig. 5g,h). In sum, these experiments revealed that cFC preferentially recruits PV^+^ interneurons with low PV–PV connectivity and induces *Vgf* expression in these cells, which progressively increases the inhibition they receive from other PV^+^ cells over the next few days.

## Discussion

Our results shed light on a fundamental process that mediates the efficient balance of excitation and inhibition in the cerebral cortex. Pyramidal cells balance the excitation they receive by dynamically adjusting their inhibitory inputs, specifically from PV^+^ interneurons^16^. We demonstrate here that PV^+^ interneurons are also responsible for regulating the activity of other PV^+^ interneurons through the modulation of their inhibitory synapses. Connections among cortical PV^+^ interneurons are more frequent than among any other type of interneuron or between other interneurons and PV^+^ interneurons^48–52^. PV^+^ interneurons also frequently exhibit autapses—synapses that a neuron makes onto itself—that adjust their temporal firing interval with extreme accuracy^53,54^. In addition to chemical synapses, PV^+^ interneurons are frequently interconnected through gap junctions^49,55^. Electrical synapses enhance synchrony between PV^+^ interneurons^56^, but their function in activity-dependent plasticity remains to be established. The dynamic regulation of the connectivity among PV^+^ interneurons is likely to influence their firing rate, the modulation of gamma rhythms^57,58^ and, as shown by our experiments, their recruitment into engrams, processes that are essential for sensory perception, attention, learning and memory. Our results also suggest that changes in PV^+^ interconnectivity may contribute to consolidating neuronal ensembles that encode experiences.

The activity-dependent increase in PV–PV connectivity following increased activity involves changes in gene expression, a process that is likely to be coordinated by members of the FOS family of transcription factors^59^. In the hippocampus, FOS-dependent changes in the expression of *Scg2* in pyramidal cells modulate the inhibition these cells received from PV^+^ interneurons^18^. Our study shows that VGF critically regulates PV–PV connectivity in response to increased activity. However, whereas VGF expression increases structural synaptic connectivity, other activity-dependent molecules, such as Scg2, might regulate synaptic strength. Consistent with that, ionotropic GABA-A receptors are dynamically inserted into inhibitory synapses in a homeostatic manner, and structural synapses lacking GABA receptors have been observed following synaptic downscaling^60^. These observations suggest that neuropeptide-encoding genes may have evolved to modulate the activity-dependent plasticity of different components of inhibitory connectivity in the cerebral cortex.

VGF is a neuropeptide precursor of the extended granin family. These proteins are stored and sorted into dense core vesicles, proteolytically processed and secreted as small bioactive peptides^61^. Several secreted neuropeptides derived from VGF, including TLQP-62 and TLQP-21, have been linked to memory formation in the hippocampus and energy homeostasis in the hypothalamus^62,63^, although their mechanism of action remains unclear. Determining the specific VGF-derived peptides involved in synapse formation, their presynaptic and postsynaptic sites of action, and the putative G-protein-coupled receptor mediating their function in PV^+^ interneurons will be critical for establishing the precise mechanisms through which VGF regulates inhibitory synaptic plasticity in these cells.

Dysregulation of VGF expression has been associated with multiple neurodegenerative and psychiatric conditions, most notably in Alzheimer’s disease and mood disorders^64^. Alterations in PV^+^ interneurons may mediate functional deficits in many conditions^65–67^. Identifying a critical role for VGF in regulating synaptic connectivity among PV^+^ interneurons provides a path to mechanistically understand its contribution to the plasticity of cortical circuits in health and disease.

## Methods

### Mice

#### Mouse lines and breeding

All experiments followed King’s College London Biological Service Unit’s guidelines and the European Community Council Directive of 24 November 1986 (86/609/EEC). Animal work was carried out under licence from the UK Home Office following the Animals (Scientific Procedures) Act 1986. Similar numbers of male and female mice were used in all experiments. Animals were maintained under standard laboratory conditions on a 12:12 h light:dark cycle in individual ventilated cages at 22 ± 2 °C and 55 ± 10% relative humidity with water and food ad libitum. Sample sizes in animal experiments were chosen to match standards in the field. Experimental conditions were randomized or alternated within litters where possible. The *Pvalb*^*cre/+*^ mice used in most experiments were generated by crossing *Pvalb*^*cre/+*^ mice (*B6.129P2-Pvalb*^*tm1(cre)Arbr*^*/J*, JAX017320) with CD1 mice (Crl:CD1[ICR], Charles River). To generate *Pvalb*^*cre/Flp*^*;RCL*^*ChR2/+*^, *Sst*^*cre/+*^*;Pvalb*^*Flp/+*^*;RCL*^*ChR2/+*^ and *Vip*^*cre/+*^*;Pvalb*^*Flp/+*^*;RCL*^*ChR2/+*^ mice, we first generated *Pvalb*^*Flp/Flp*^*;RCL*^*ChR2/ChR2*^ mice by crossing *Pvalb*^*Flp/Flp*^ mice (*B6.Cg-Pvalb*^*tm4.1(flpo)Hze*^*/J*, JAX022730) with *RCL*^*ChR2/ChR2*^ (Ai32) mice (*B6;129S-Gt(ROSA)26Sor*^tm32(CAG-COP4*H134R/EYFP)Hze/^*J*, JAX012569). These mice were then crossed with *Pvalb*^*cre/cre*^, *Sst*^*cre/cre*^ (*Sst*^*tm2.1(cre)Zjh*^*/J*, JAX013044) or *Vip*^*cre/cre*^ (*Vip*^*tm1(cre)Zjh*^*/J*, JAX010908) mice. *Pvalb*^*Flp/+*^*;NeuroD6*^*cre/+*^ mice were generated by crossing *Pvalb*^*Flp/+*^ mice with *Nex*^*cre/+*^ (*Neurod6*^*tm1(cre)Kan*^) mice^70^.

#### Contextual fear conditioning

The day prior to conditioning, animals were briefly handled by the experimenter for 1–2 min. On the following day, mice were transferred to the experimental room in separate cages and allowed to acclimatize for 15–20 min before being placed in the experimental chamber (VFC-008 Fear Conditioning Chamber in a NIR-022SD Sound attenuating Cubicle, Med Associates). Mice received shocks following a standard protocol^71^. Animals were allowed to acclimatize for 3 min, followed by three mild foot shocks (2 s, 0.7 mA), with 30-s intervals between each shock. Post-shock freezing behaviour was measured for 30 s. The animals were returned to the holding cages and placed back into their home cages 15 min later. For the retrieval experiment, mice were returned to the experimental room in the same holding cages used the previous day. After a 15-min acclimatization period, they were placed in the experimental chamber, and freezing behaviour was recorded for 5 min. Freezing was defined as the absence of movement except for respiration and was measured and analysed using Video Freeze (Med Associated).

#### Doxycycline treatment and CRAM timeline

For CRAM experiments, mice were put on doxycycline-enriched diet (Envigo, TD.10483, 40 mg kg^−1^) immediately after surgery and left on this diet for a minimum of 10 days to allow for expression of the construct without expression of tdTomato. Forty-eight hours before cFC, mice were moved back to standard food to allow tdTomato expression following FOS expression upon cFC. In experiments lasting more than 48 h, mice were put back on doxycycline-enriched diet 48 h after cFC to prevent unspecific tdTomato expression.

#### CNO treatment

Mice between P42 and P70 were treated with vehicle or CNO (Tocris, 4936) as indicated. Mice used for FOS experiments received a single injection of vehicle or CNO (1 mg kg^−1^) and were perfused 2 h later. In all other experiments, mice were treated with vehicle or CNO (1 mg kg^−1^) for ~48 h via 5 injections. Injections were administered starting 2 days before the experimental day and took place in the morning (between 08:00 and 10:00) and in the evening (between 18:00 and 21:00). A fifth injection was administered between 08:00 and 10:00 on the day of the experiment. CNO was dissolved in 0.5% dimethyl sulfoxide (DMSO, Sigma, D0418) in 0.9% saline and stored at −20 °C.

### Histology

#### Immunohistochemistry

Mice were deeply anaesthetized with pentobarbital before being transcardially perfused with 0.9% saline, followed by 4% paraformaldehyde in PBS. Brains were post-fixed for 2 h in 4% paraformaldehyde at 4 °C, followed by cryoprotection in 15% and 30% sucrose. Brains were sectioned at 40 µm on a sliding microtome (Leica SM2010R) and stored in ethylene glycol (30% ethylene glycol (Merck, 324558), 30% Glycerol (Merck, G5516) in PBS) at −20 °C. Free-floating sections were washed in 0.25% Triton X-100 (Merck) in phosphate-buffered saline (PBS) before 2 h incubation in blocking buffer containing 0.25% Triton X-100, 10% serum and 2% bovine serum albumin in PBS. Sections were incubated overnight at 4 °C in a blocking buffer with primary antibodies. The next day, sections were washed in 0.25% Triton X-100 in PBS and incubated for 2 h in a blocking buffer with secondary antibodies at room temperature. Sections were washed in PBS and stained with 5 µM 4′,6-diamidino-2-phenylindole (DAPI) (Merck) in PBS if required. Sections were dried and mounted with Mowiol/DABCO (8% Mowiol (SLS, 81381), 2% Dabco (Merck, D27802) in PBS). The following primary antibodies and concentrations were used: goat anti-mCherry (1:500, Antibodies-Online, ABIN1440057), dsRed anti-rabbit (1:500, Clontech, 632496), FOS anti-rabbit (1:200, Merck, ABE457), gephyrin anti-mouse-IgG1 (1:500, Synaptic Systems, 147011), VGaT anti-guinea pig (1:500, Synaptic Systems, 131004), parvalbumin anti-chicken (1:250, Synaptic Systems, 195006), parvalbumin anti-mouse (1:3000, Swant, 235) and synaptotagmin-2 anti-mouse-IgG2 (1:250, ZFIN, ZDB-ATB-081002-25). The following secondary antibodies and concentrations were used: Donkey anti-Chicken 405 (1:200, Jackson, 703-475-155), Goat anti-Mouse-IgG1 488 (1:500, Molecular Probes, A21121), Donkey anti-Rabbit 488 (1:400, Thermo Fisher Scientific, A21206), Donkey anti-Rabbit 555 (1:400, Molecular Probes, A31572), Donkey anti-Goat 555 (1:400, Invitrogen, A21432), Goat anti-Mouse-IgG2 647 (1:500, Molecular Probes, A21241), Donkey anti-Guinea Pig 647 (1:250, Jackson, 706-605-148) and Donkey anti-Mouse IgG1 647 (1:400, Thermo Fisher Scientific, A31571).

#### Single-molecule fluorescence in situ hybridization

Brains were perfused, sectioned and stored in RNase-free solutions. Mice were perfused as described above and post-fixed for 24 h before cryoprotected in 15% and 30% sucrose. The brains were sectioned at 30 µm on a sliding microtome and stored at 20 °C. Sections were mounted on RNase-free SuperFrost Plus slides (Thermo Fisher) and probed following the RNAscope Multiplex Fluorescent Assay v2 protocol (ACDBio 323110). The following probes from ACDBio were used: Mm-Scg2-C1 (477691), Mm-Vgf-C1 (517421) and Mm-Pvalb-C2 (421931).

#### Image acquisition

Image acquisition and image analysis was performed blind to the treatment condition (CNO or vehicle) of the sample. Images were acquired using an inverted SP8 confocal microscope using the LAS AF software version 3.5.7.23225 (Leica). Different experimental conditions within an experiment were always imaged in parallel, and imaging settings were kept constant for each experiment. All images were taken at 200 Hz acquisition speed and 1,024 × 1,024-pixel resolution. Infection density and FOS intensity were imaged using a 10× objective (0.8800 pixels per µm). RNAscope images were acquired using a 63× objective (5.5440 pixels per µm). Synaptic quantification images were taken using a 100× objective at 1.75× digital zoom (15.4000 pixels per µm). Imaging was restricted to S1 layer 2/3 unless otherwise stated. To image neighbouring cells, we aimed to image an infected and an uninfected cell as close as possible together at the same distance from the pial surface (for example, after imaging an infected PV^+^ interneuron, an effort was made to image an uninfected PV^+^ interneuron nearby and at a similar depth from the pial surface).

#### Image analysis

FOS intensity was analysed using a custom MATLAB script. Cell bodies were segmented using disk morphological shape function, size, and intensity thresholding to create individual regions of interest (ROIs). Layer 2/3 was determined using DAPI counterstaining. ROIs in layer 2/3 were used to measure average signal intensity in the FOS channel.

For single-molecule fluorescence in situ hybridization experiments, the number of mRNA particles was determined using a custom MATLAB script. In brief, for each image, background subtraction was applied. The contour of *Pvalb*^+^ cells was then used to draw an ROI and labelled as mCherry^+^ or mCherry^−^ after visual inspection. Within each ROI, the total area of the signal was measured. This area is then divided by the area of a single mRNA particle (∼0.16 µm^2^), which estimates the number of mRNA particles in the ROI. We applied intensity correction to normalize signal intensity differences between brains. For this, we measured the average signal intensity of each image, excluding the ROI of the PV^+^ interneurons and calculated the average signal intensity for each brain. We normalized these values to the lowest value to get the intensity ratio. We then divided the number of mRNA particles by the intensity ratio.

Synaptic densities were analysed using a custom FIJI script, as previously described^32^. Background subtraction, Gaussian blurring, smoothing and contrast enhancement were applied in all channels. Cell somata were drawn automatically or manually on the basis of intensity levels of parvalbumin staining to create a mask of the soma surface and measure its perimeter. Presynaptic boutons and postsynaptic clusters were detected automatically on the basis of thresholds of intensity. Thresholds for the different synaptic markers were selected from a set of random images before quantification, and the same threshold was applied to all images from the same experiment. The ‘Analyze Particles’ and ‘Adjustable Watershed’ tools were applied to the synaptic channels, and a mask was generated with a minimum particle size of 0.05. The soma mask and the corresponding synaptic masks were merged to quantify the number of puncta contacting the soma and dendrite. Puncta were defined as presynaptic boutons when they were located outside the soma or dendrite and had ≥0.1 µm^2^ colocalizing with the soma or dendrite perimeter. Puncta were defined as postsynaptic clusters inside a soma or dendrite and had ≥0.2 µm^2^ colocalising with the soma or dendrite perimeter. Synapses were defined as presynaptic boutons and postsynaptic clusters contacting each other with a colocalization area of ≥0.03 µm^2^ of their corresponding masks. Classification of cells as uninfected or infected was performed manually on the basis of the absence or presence of mCherry signal, respectively. The density change was calculated as:

$${\rm{Density}}\;{\rm{change}}=\left(\frac{{\rm{Synapse}}\;{\rm{density}}\;{\rm{infected}}\;{\rm{cells}}}{{\rm{Synapse}}\;{\rm{density}}\;{\rm{uninfected}}\;{\rm{cells}}}-1\right)\times 100$$

### Viruses

#### Virus production

AAV8 viruses were produced in HEK293FT cells grown on 5 plates (linear PEI, Polysciences Europe, 23966-100) or 10 plates (branched PEI, Sigma-Aldrich, 408727) of 15 cm diameter until they reached 60% confluency. Cells were grown on DMEM (Gibco 21969-035) + 10% fetal bovine serum (FBS) (Gibco 10500-064) + 1% penicillin/streptomycin (Gibco 15140-122) and 10 mM HEPES. AAVs were produced using polyethylenimine (PEI) transfection of HEK293FT cells with a virus-specific transfer plasmid (70 µg per 10 plates) and a pDP8.ape helper plasmid (300 µg per 10 plates, PF478 from PlasmidFactory). The helper plasmid provided the AAV Rep and Cap functions and the Ad5 genes (VA RNAs, E2A and E4). The DNA and PEI were mixed in a 1:4 ratio in uncomplemented DMEM and left at room temp for 25 mins to form the DNA–PEI complex. The transfection solution was added to each plate and incubated for 72 h at 37 °C in 5% CO_2_. The transfected cells were then scraped off the plates and pelleted. The cell pellet was lysed in buffer containing 50 mM Tris-Cl, 150 mM NaCl, 2 mM MgCl_2_, and 0.5% sodium deoxycholate and incubated with 100 U ml^−1^ benzonase (Sigma, E1014 25KU) for 1 hr to dissociate particles from membranes. The particles were cleared by centrifugation, and the clear supernatant was filtered through 0.8 µm (Merck Millipore Ref SLAA033SS) and 0.45 µm (Merck Millipore Ref SLHA 033SS) filters. The viral suspension was loaded on a discontinuous iodixanol gradient using 4 layers of different iodixanol concentrations^72^ of 15, 25, 40 and 58% in Quick-seal polyallomer tubes (Beckman Coulter, 342414) and spun in a VTi-50 rotor at 50,000 rpm for 75 min at 12 °C in an Optima L-100 XP Beckman Coulter ultracentrifuge to remove any remaining contaminants. After centrifugation, 5 ml were withdrawn from the 40/58% interface using a G20 needle. The recovered virus fraction was purified by first passing through a 100-kDA molecular mass cut-off centrifugal filter (Sartorius VIVASPIN VS2041) and then through an Amicon Ultra 2 ml Centrifugal filter (Millipore UFC210024). Storage buffer (350 mM NaCl and 5% Sorbitol in PBS) was added to the purified virus, and 5 µl aliquots were stored at −80 °C.

The following viruses were used in this study: AAV8-hSyn-DIO-hM3D(Gq)-mCherry (Addgene 44361), AAV8-hSyn-DIO-mCherry (Addgene 50459), AAV8-hSyn-DIO-hM4D(Gi)-mCherry (Addgene 44362), AAV8-hSyn-fDIO-hM3D(Gq)-mCherry (Addgene 223652), AAV8-hSyn-flx-fDIO-HA-Rpl10a-T2A-Myc-hM3D(Gq) (Addgene 223654), AAV8-hSyn-DIO-hM3D(Gq)-mCherry-shLacZ-CWB (shRNA sequence: AAATCGCTGATTTGTGTAGTC) (Addgene 223660), AAV8-hSyn-DIO-hM3D(Gq)-mCherry-shScg2-CWB (shRNA sequence: GCAGACAAGCACCTTATGAA) (Addgene 223659), AAV8-hSyn-DIO-hM3D(Gq)-mCherry-shVgf-CWB (shRNA sequence: GACGATCGATAGTCTCATTGA) (Addgene 223658), AAV8-hSyn-DIO-Vgf-T2A-mCherry-CW3SL (Addgene 223661), AAV8-hSyn-DIO- mCherry-CW3SL (Addgene 223662), and AAV8-CRAM-tdTomato (Addgene 84468). AAV8-hSyn-DIO-hM3D(Gq)-mCherry, AAV8-hSyn-DIO-mCherry and AAV8-hSyn-DIO-hM4D(Gi)-mCherry were a gift from B. Roth^73^. pAAV-CWB-EGFP and pAAV-CW3SL-EGFP backbones were used to create plasmids as indicated and were a gift from B.-K. Kaang^74^. pAAV-hSyn-FLExFRT-mGFP-2A-Synaptophysin-mRuby was used to create fDIO plasmids and was a gift from L. Luo^75^. pAAV-CRAM-tdTomato was a gift from Y. Lin^47^. All viruses were diluted to a titre between 5 × 10^11^ and 8 × 10^11^ to achieve sparse infection.

### Stereotactic injections

#### Juvenile injection

P1 to P3 pups were anaesthetized with isoflurane for juvenile injections and mounted on a stereotactic frame (Stoelting). Mice used for vTRAP or RNA-seq experiments received six 150 nl injections at a speed of 10 nl s^−1^ in S1 in the left hemisphere. All other mice received three 150 nl injections at a speed of 10 nl s^−1^ in S1 in the left hemisphere. For vTRAP experiments, viruses were supplemented with green fluorescent beads (LumaFluor) to label the injection sites. Mice were allowed to recover in a heated recovery chamber (Vettech, HEO11) before returning to the home cage.

#### Adult injections

P42 to P60 mice were anaesthetized with isoflurane and mounted on a stereotactic frame. A small incision was made in the skin over the injection area on the right hemisphere, and the skull was cleaned using a cotton swab. Two holes were drilled using a rotary drill (Foredom, K.1070) at the following coordinates (from Bregma): (1) anteroposterior +1.0 mm and mediolateral −3.2 mm; and (2) anteroposterior +1.5 mm and mediolateral −3.2 mm for injections in S1, or (1) anteroposterior -2.0 mm and mediolateral −1.7 mm; and (2) anteroposterior −1.5 mm and mediolateral −1.4 mm for injection in hippocampal CA1. Mice received two 300 nl injections at a 100 nl min^−1^ speed at each location (depth S1: 0.3 mm, depth CA1: 1.2 mm). After injection, the injection capillary was left in place for three minutes before retraction. Following injections, the skin was sutured with absorbable Vicryl sutures (Ethicon, W9500T), and mice were allowed to recover in a heated recovery chamber at 36 °C before being returned to the home cage.

### Electrophysiology

#### Slice preparation

Mice (P42 to P70) were deeply anesthetised with an overdose of sodium pentobarbital and transcardially perfused with 10 ml ice-cold *N*-methyl-d-glucamine (NMDG) solution containing (in mM) 93 NMDG, 2.5 KCl, 1.2 NaH_2_PO_4_, 30 NaHCO_3_, 20 HEPES, 25 glucose, 5 sodium ascorbate, 2 thiourea, 3 sodium pyruvate, 10 MgSO_4_ and 0.5 CaCl_2_ (300–310 mOsm, pH 7.3–7.4) oxygenated with 95% O_2_ and 5% CO_2_. Following decapitation, the brain was quickly removed, and the injected hemisphere was glued to a cutting platform before submerging in ice-cold NMDG solution. Coronal slices (300 µm) were cut using a vibratome (VT1200S, Leica) and placed in NMDG solution at 32 °C for 11 min before being transferred to a holding solution containing (in mM) 92 NaCl, 2.5 KCl, 1.2 NaH_2_PO_4_, 30 NaHCO_3_, 20 HEPES, 25 glucose, 5 sodium ascorbate, 2 thiourea, 3 sodium pyruvate, 2 MgSO_4_ and 2 CaCl_2_ (300–310 mOsm, pH 7.3–7.4), oxygenated with 95% O_2_ and 5% CO_2_, at room temperature for at least 45 min until recording. All salts were purchased from Sigma-Aldrich.

#### Electrophysiological recordings

Slices were transferred to the recording setup 15 min prior to the recording while being continuously superfused with recording artificial cerebrospinal fluid (ACSF) containing (in mM) 124 NaCl, 1.25 NaH_2_PO_4_, 3 KCl, 26 NaHCO_3_, 10 Glucose, 2 CaCl_2_, and 1 MgCl_2_, continuously oxygenated with 95% O_2_ and 5% CO_2_ at 32 °C. Pipettes (3–5 MΩ) were made from borosilicate glass capillaries using a PC-10 pipette puller (P10, Narishige) and filled with intracellular solution containing (in mM) 115 CsMeSO_3_, 20 CsCl, 10 HEPES, 2.5 MgCl_2_, 4 Na_2_ATP, 0.4 Na_3_GTP, 10 sodium-phosphocreatine, 0.6 EGTA (pH 7.2–7.3, 285–295 mOsm). Cells were visualized with an upright microscope (Olympus) and recorded using a Multiclamp 700B amplifier (Molecular Devices). The signal was passed through a Hum Bug Noise Eliminator (Digitimer), sampled at 20 kHz, filtered at 3 kHz using a Digidata 1440 A (Molecular Devices) and recorded using Clampex 10.7 (Molecular Devices). All cells were recorded in S1 layer 2/3. mEPSCs and mIPSCs were recorded in the presence of 1 µM tetrodotoxin (Tocris, 1069) at a holding voltage of −60 mV and +10 mV, respectively. Synaptic currents were not blocked to record mEPSCs and mIPSCs from the same cells. Cells were excluded if the access resistance (*R*_a_) exceeded 25 MΩ or holding current (*I*_hold_) > 200 pA (at holding voltage (*V*_hold_) = −60 mV). For ChR2 eIPSCs, slices were incubated in recording ACSF supplemented with 5 μM 6-cyano-7-nitroquinoxaline-2,3-dione (CNQX, Tocris, 1045) and 100 μM d-(−)-2-amino-5-phosphonopentanoic acid (d-APV, Tocris, 0106) to block glutamatergic inputs. Cells were held at a holding voltage of +10 mV, and after allowing the cell to settle (approximately 1 min), sIPSCs were recorded. Subsequently, whole-cell series resistance was compensated by 70%. eIPSC were evoked with full-field 5 ms LED pulses (power: PV–PV 10% LED, SOM–PV 10% LED, VIP–PV 100% LED, as indicated for the respective experiments. 100% LED power = 75.1 mW mm^−2^) through a 4× objective (Olympus) with an inter-stimulus interval of 60 s from a pE100 illumination system (CoolLED). Cells were excluded from analysis if the series resistance changed >20%, *R*_a_ >25 MΩ or *I*_hold_ > 200 pA (at *V*_hold_ = −60 mV), and only cells with both sIPSC and eIPSC recordings were included in the data. Cell-attached recordings were performed using recording electrodes filled with recording ACSF in the presence of CNQX and d-APV, loose seals (around 200 MΩ) were formed on cells, and LED stimulus of various intensities was applied via a 4× objective in the same way as in the eIPSC recordings (see above). Paired-pulse ratios were recorded following stimulation in S1 layer 2/3 using an ISO-STIM 01D stimulator (NPI) and a tungsten stimulation electrode (TST33A20KT, WPI) in the presence of CNQX and d-APV at a holding potential of +10 mV. Stimulation strength was set to evoke a ~300 pA response to the first stimulus. Two 1 ms pulses were given with a 50 ms inter-stimulus interval. PPR was calculated as peak 2/peak 1 after correcting for any residual current at the second pulse.

#### Electrophysiology analysis

Miniature (mEPSC and mIPSC) and spontaneous (sIPSC) recordings were analysed using Mini Analysis (version 6.0.7, Synaptosoft). *E*/*I* ratio was calculated as (excitatory current/second)/(inhibitory current/second). Current per second was calculated as (average charge of an event) × frequency. *E*/*I* ratios were calculated for each recorded cell, and only cells with mEPSC and mIPSC recordings that passed quality control (see above) were included. eIPSC, cell-attached and paired-pulse ratio recordings were analysed in Clampfit 10.2 (Molecular Devices).

### Biochemistry and RNA-seq

#### RNA isolation by anti-HA pulldown

The infected cortex from P44 to P70 mice, injected with AAV8-hSyn-flx-fDIO-HA-Rpl10a-T2A-Myc-hM3D(Gq) and treated for 48 h with vehicle or CNO, was rapidly dissected in ice-cold RNase-free PBS, using fluorescent beads as a guide to identifying the infected area, and immediately homogenized in ice-cold homogenization buffer (50 mM Tris-HCl pH 7.5, 100 mM KCl, 12 mM MgCl2, 1 mg ml^−1^ Heparin (Sigma-Aldrich), cOmplete EDTA-free protease inhibitors (Sigma-Aldrich), 200 U ml^−1^ RNAsin (Promega), 100 µg ml^−1^ cycloheximide and 1 mM DTT (Sigma-Aldrich)). Tissue from 4 brains was pooled for every sample. Samples were centrifuged at 2,000*g* for 10 min at 4 °C, and Igepal-CA630 (Sigma-Aldrich) was added to the samples to a final concentration of 1%. Samples were then centrifuged at 13,000*g* for 10 min at 4 °C, and the supernatant was added on 100 µl of anti-HA magnetic beads (Pierce 88837, previously washed in homogenization buffer) for 3–4 h at 4 °C with gentle rotation. After incubation, beads were washed 3 times in ice-cold washing buffer (300 mM KCl, 1% Igepal-CA630, 50 mM Tris-HCl pH 7.5, 12 mM MgCl2, 1 mM DTT and 100 µg ml^−1^ cycloheximide) and eluted in 350 µl of RLT Plus buffer from the RNAeasy Plus Micro kit (Qiagen) supplemented with 2-mercaptoethanol (Bio-Rad).

#### RNA purification, quantification, and quality check

RNA purification of immunoprecipitated RNA was performed using the RNeasy Plus Micro kit (Qiagen) following the manufacturer’s protocol. RNA quality was checked on a Bioanalyzer instrument (Agilent Technologies) using an RNA 6000 Pico Chip. Only RNA samples with RNA integrity number (RIN) values higher than 9 were used for library preparation and sequencing.

#### Library preparation and Illumina sequencing

Four biological replicates were analysed for each genotype. The Genomic Unit of the Centre for Genomic Regulation (CRG, Barcelona, Spain) performed the library preparation and RNA-seq. The library was prepared using the SMARTer Ultra Low RNAkit and samples were then sequenced paired-end using an Illumina HiSeq 2500 platform to a mean of approximately 60 million mapped reads per sample.

#### Bioinformatics

High-throughput sequencing data from PV^+^ interneurons-derived ribosome-associated mRNAs were processed using the community-curated Nextflow (version 21.03.0.edge, build 5518 (3 May 2021 10:52 UTC), available at https://zenodo.org/record/3490660#.Y8AhHXbP2Uk) RNA-seq pipeline^76^. Specifically, sequencing reads were quality-controlled by FastQC (available at https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and quality-trimmed by Trim Galore (available at https://zenodo.org/record/5127899#.Y8fdOi-l3UI). Mouse GRCm38/mm10 genome annotation was accessed from Illumina’s iGenomes repository (available at https://support.illumina.com/sequencing/sequencing_software/igenome.html) and used as a reference for read alignment by STAR^77^ and for gene abundance quantification by Salmon^78^. Gene-level counts data were imported into R using the tximport package^79^ and analysed by edgeR^80^ using the estimateGLMRobustDisp model. Genes with less than 10 reads in at least 4 samples were excluded from the analysis^81^. The >1.5-fold, false discovery rate < 0.05 and transcript per million >1 cut-off were used to identify genes that respond to PV^+^ interneuron activation (Extended Data Table 1). Activity-dependent genes were ranked using four scoring criteria: fold change, CoV, STRING (https://string-db.org/) and secretome scores. The fold-change score indicates the magnitude of the response and is scaled for a value between 0 and 1. The CoV score represents the degree of reproducibility and was calculated by scaling the sum of the ratio of the standard deviation to the mean from each sample. The STRING score of each gene signifies its co-interaction with other activation-response genes and was computed by scaling the sum of interaction scores obtained from STRING enrichment analysis^42^. The secretome score takes up a binary value. Genes that are part of the human secretome^82^ were assigned a value of 1.

### Statistical analyses

All statistical analyses were performed using SPSS (Supplementary table 1). No statistical methods were used to predetermine sample sizes. Sample sizes were chosen on the basis of previous publications in the field. Experimental mice from all genotypes or conditions were processed together. Samples were tested for normality using the Shapiro–Wilk normality test. Differences were considered significant when *P* < 0.05. Data are presented as mean ± s.e.m. Statistical details of experiments are described in figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-08933-z.

## Supplementary information

Supplementary Table 1 Summary of data and statistical analyses

Reporting Summary

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

## Data Availability

RNA-seq data have been deposited to the Gene Expression Omnibus (GEO) under accession GSE223038. Other data are available on King’s College London Open Research Data System at 10.18742/28334123. Source data are provided with this paper.

# Supplementary material for: Regulation of PV interneuron plasticity by neuropeptide-encoding genes
**Source:** Nature. 2025 Apr 30;643(8070):173–81. doi: 10.1038/s41586-025-08933-z
**Supplement:** Supplementary file 1 — Summary of data and statistical analyses

---

## Supplementary information

---

# Regulation of PV interneuron plasticity by neuropeptide-encoding genes

---

In the format provided by the  
authors and unedited

**Supplementary Table 1.** Summary of data and statistical analyses.

| Figure 1  | Measurement (unit)                                           | Values                                                                                                                                                                    | N [unit]                                                                          | Statistical test                                                                         | P-value                                                 |
|-----------|--------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------|------------------------------------------------------------------------------------------|---------------------------------------------------------|
| Figure 1c | Fos intensity (a.u.)                                         | Vehicle: $108.3 \pm 9.4$ ;<br>CNO: $147.8 \pm 5.15$                                                                                                                       | [brains]<br>Vehicle, n = 3;<br>CNO, n = 3                                         | Two-tailed<br>Student's t-test                                                           | 0.02                                                    |
| Figure 1e | mEPSC amplitude (pA) and frequency (Hz)                      | Amplitude<br>Vehicle: $14.3 \pm 0.6$ ;<br>CNO: $14.6 \pm 0.3$<br><br>Frequency<br>Vehicle $10.6 \pm 1.0$ ; CNO:<br>$11.7 \pm 1.1$                                         | [cells, slices, brains]<br>Vehicle, n = 13,<br>10, 5; CNO, n =<br>18, 15, 8       | Two-tailed<br>Student's t-test                                                           | Amplitude:<br>0.71<br><br>Frequency:<br>0.48            |
| Figure 1g | mIPSC amplitude (pA) and frequency (Hz)                      | Amplitude<br>Vehicle: $15.2 \pm 0.7$ ;<br>CNO: $19.0 \pm 0.9$<br><br>Frequency<br>Vehicle $7.6 \pm 1.1$ ; CNO:<br>$14.1 \pm 1.4$                                          | [cells, slices, brains]<br>Vehicle, n = 13,<br>10, 5; CNO, n =<br>18, 15, 8       | Amplitude:<br>Two-tailed<br>Student's t-test<br><br>Frequency:<br>Mann-Whitney<br>U-test | Amplitude:<br>0.003<br><br>Frequency:<br>< 0.001        |
| Figure 1h | E/I ratio                                                    | Vehicle: $0.25 \pm 0.03$ ;<br>CNO: $0.15 \pm 0.02$                                                                                                                        | [cells, slices, brains]<br>Vehicle, n = 13,<br>10, 5; CNO, n =<br>18, 15, 8       | Two-tailed<br>Student's t-test                                                           | 0.005                                                   |
| Figure 1j | Synaptic density change (%)                                  | Vehicle: $5.1 \pm 6.6$ ; CNO:<br>$39.0 \pm 8.7$                                                                                                                           | [brains]<br>Vehicle, n = 8;<br>CNO, n = 9                                         | Two-tailed<br>Student's t-test                                                           | 0.008                                                   |
| Figure 2  | Measurement (unit)                                           | Values                                                                                                                                                                    | N [unit]                                                                          | Statistical test                                                                         | P-value                                                 |
| Figure 2d | Peak amplitude (nA) and charge (pC)                          | Peak amplitude<br>Vehicle: $0.7 \pm 0.1$ ; CNO:<br>$1.1 \pm 0.1$<br><br>Charge<br>Vehicle: $10.89 \pm 1.90$ ;<br>CNO: $16.69 \pm 1.74$                                    | [cells, slices, brains]<br>Vehicle, n = 13,<br>13, 7; CNO, n =<br>11, 11, 7       | Two-tailed<br>Student's t-test                                                           | Peak amplitude:<br>0.01<br><br>Charge:<br>0.04          |
| Figure 2g | Peak amplitude (nA) and charge (pC)                          | Peak amplitude<br>Vehicle: $0.3 \pm 0.03$ ;<br>CNO: $0.4 \pm 0.07$<br><br>Charge<br>Vehicle: $11.91 \pm 1.47$ ;<br>CNO: $14.23 \pm 2.79$                                  | [cells, slices, brains]<br>Vehicle, n = 10,<br>10, 6; CNO, n =<br>11, 11, 5       | Two-tailed<br>Student's t-test                                                           | Peak amplitude:<br>0.64<br><br>Charge:<br>0.48          |
| Figure 2j | Peak amplitude (nA) and charge (pC)                          | Peak amplitude<br>Vehicle: $0.078 \pm 0.02$ ;<br>CNO: $0.067 \pm 0.01$<br><br>Charge<br>Vehicle: $2.81 \pm 0.88$ ;<br>CNO: $1.70 \pm 0.23$                                | [cells, slices, brains]<br>Vehicle, n = 13,<br>12, 6<br><br>CNO, n = 12, 10,<br>5 | Two-tailed<br>Student's t-test                                                           | Peak amplitude:<br>0.67<br><br>Charge:<br>0.25          |
| Figure 3  | Measurement (unit)                                           | Values                                                                                                                                                                    | N [unit]                                                                          | Statistical test                                                                         | P-value                                                 |
| Figure 3f | <i>Scg2</i> mRNA/cell (a.u.) and <i>Vgf</i> mRNA/cell (a.u.) | <i>Scg2</i> mRNA/cell<br>Uninfected: $42.0 \pm 3.8$ ;<br>Infected: $71.5 \pm 6.6$<br><br><i>Vgf</i> mRNA/cell<br>Uninfected: $39.5 \pm 2.1$ ;<br>Infected: $73.5 \pm 9.8$ | [brains]<br><i>Scg2</i> : n = 6; <i>Vgf</i> :<br>n=5                              | Two-tailed<br>paired Student's<br>t-test                                                 | <i>Scg2</i> : 0.004<br><br><i>Vgf</i> : 0.01            |
| Figure 4  | Measurement (unit)                                           | Values                                                                                                                                                                    | N [unit]                                                                          | Statistical test                                                                         | P-value                                                 |
| Figure 4c | Synaptic density change (%)                                  | shLacZ, $24.5 \pm 6.4$ ;<br>shScg2, $-12.4 \pm 5.2$ ;<br>shVgf, $-1.8 \pm 5.9$                                                                                            | [brains]<br>shLacZ, n = 10;<br>shScg2, n = 9;<br>shVgf, n = 8                     | Two-tailed One-<br>sample t-test                                                         | <i>shScg2</i> :<br>0.049<br><br><i>ShVgf</i> :<br>0.007 |
| Figure 4f | Synaptic density change (%)                                  | mCherry: $-10.0 \pm 6.41$ ;<br>Vgf-mCherry: $36.9 \pm 8.80$                                                                                                               | [brains]                                                                          | Two-tailed<br>Student's t-test                                                           | 0.003                                                   |

|                               |                                         |                                                                                                                                                                                               |                                                                       |                                                                       |                                                                                         |
|-------------------------------|-----------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------|-----------------------------------------------------------------------|-----------------------------------------------------------------------------------------|
|                               |                                         |                                                                                                                                                                                               | mCherry, n = 5;<br>Vgf-mCherry, n = 5                                 |                                                                       |                                                                                         |
| <b>Figure 5</b>               | <b>Measurement (unit)</b>               | <b>Values</b>                                                                                                                                                                                 | <b>N [unit]</b>                                                       | <b>Statistical test</b>                                               | <b>P-value</b>                                                                          |
| Figure 5c                     | Synaptic density (puncta/ $\mu$ m)      | Fos <sup>-</sup> , 0.129 $\pm$ 0.012;<br>Fos <sup>+</sup> , 0.101 $\pm$ 0.003                                                                                                                 | [brains]<br>n = 5                                                     | Two-tailed paired Student's t-test                                    | 0.044                                                                                   |
| Figure 5f                     | Vgf intensity (a.u.)                    | tdTomato <sup>-</sup> : 43.1 $\pm$ 6.4;<br>tdTomato <sup>+</sup> : 92.4 $\pm$ 9.9                                                                                                             | [brains]<br>n = 5                                                     | Two-tailed paired Student's t-test                                    | < 0.001                                                                                 |
| Figure 5h                     | Synaptic density (puncta/ $\mu$ m)      | 24h:<br>tdTomato <sup>-</sup> : 0.146 $\pm$ 0.010; tdTomato <sup>+</sup> : 0.096 $\pm$ 0.011<br><br>72h: tdTomato <sup>-</sup> : 0.153 $\pm$ 0.009; tdTomato <sup>+</sup> : 0.143 $\pm$ 0.015 | [brains]<br>24h, n = 5<br>72h, n = 5                                  | Two-tailed paired Student's t-test<br><br>Two-tailed Student's t-test | 24h: 0.001; 72h: 0.59<br><br>tdTomato <sup>-</sup> 0.65;<br>tdTomato <sup>+</sup> 0.033 |
| <b>Extended Data Figure 1</b> | <b>Measurement (unit)</b>               | <b>Values</b>                                                                                                                                                                                 | <b>N [unit]</b>                                                       | <b>Statistical test</b>                                               | <b>P-value</b>                                                                          |
| Extended Data Figure 1b       | Infection density (%)                   | 28.1 $\pm$ 3.1                                                                                                                                                                                | [brains]<br>n = 6                                                     | n.a.                                                                  | n.a.                                                                                    |
| Extended Data Figure 1e       | mEPSC amplitude (pA) and frequency (Hz) | Amplitude<br>Vehicle: 13.3 $\pm$ 0.5;<br>CNO: 13.7 $\pm$ 0.5<br><br>Frequency<br>Vehicle: 12.7 $\pm$ 1.7;<br>CNO: 11.1 $\pm$ 0.9                                                              | [cells, slices, brains]<br>Vehicle, n = 9, 9, 3; CNO, n = 10, 6, 3    | Two-tailed Student's t-test                                           | Amplitude: 0.51<br><br>Frequency: 0.45                                                  |
| Extended Data Figure 1g       | mIPSC amplitude (pA) and frequency (Hz) | Amplitude<br>Vehicle: 15.5 $\pm$ 0.62;<br>CNO: 15.0 $\pm$ 0.77<br><br>Frequency<br>Vehicle: 10.6 $\pm$ 1.8;<br>CNO: 11.1 $\pm$ 1.3                                                            | [cells, slices, brains]<br>Vehicle, n = 9, 9, 3; CNO, n = 10, 6, 3    | Two-tailed Student's t-test                                           | Amplitude: 0.64<br><br>Frequency: 0.84                                                  |
| Extended Data Figure 1h       | E/I ratio                               | Vehicle: 0.27 $\pm$ 0.04;<br>CNO: 0.22 $\pm$ 0.02                                                                                                                                             | [cells, slices, brains]<br>Vehicle, n = 9, 9, 3; CNO, n = 10, 6, 3    | Two-tailed Student's t-test                                           | 0.24                                                                                    |
| <b>Extended Data Figure 2</b> | <b>Measurement (unit)</b>               | <b>Values</b>                                                                                                                                                                                 | <b>N [unit]</b>                                                       | <b>Statistical test</b>                                               | <b>P-value</b>                                                                          |
| Extended Data Figure 2b       | Synaptic density (puncta/ $\mu$ m)      | Uninfected: 0.106 $\pm$ 0.016; Infected: 0.104 $\pm$ 0.010                                                                                                                                    | [brains]<br>n = 8                                                     | Two-tailed paired Student's t-test                                    | 0.86                                                                                    |
| Extended Data Figure 2d       | Synaptic density (puncta/ $\mu$ m)      | Uninfected: 0.091 $\pm$ 0.010; Infected: 0.121 $\pm$ 0.010                                                                                                                                    | [brains]<br>n = 9                                                     | Two-tailed paired Student's t-test                                    | 8x10 <sup>-4</sup>                                                                      |
| Extended Data Figure 2e       | Synaptic density (puncta/ $\mu$ m)      | Vehicle: 0.106 $\pm$ 0.016;<br>CNO: 0.091 $\pm$ 0.010                                                                                                                                         | [brains]<br>Vehicle, n = 8;<br>CNO, n = 9                             | Two-tailed Student's t-test                                           | 0.44                                                                                    |
| Extended Data Figure 2h       | mEPSC amplitude (pA) and frequency (Hz) | Amplitude<br>Vehicle: 14.9 $\pm$ 0.5;<br>CNO: 16.0 $\pm$ 0.7<br><br>Frequency<br>Vehicle: 10.3 $\pm$ 0.7;<br>CNO: 9.5 $\pm$ 0.7                                                               | [cells, slices, brains]<br>Vehicle, n = 15, 14, 7; CNO, n = 16, 12, 7 | Two-tailed Student's t-test                                           | Amplitude: 0.20<br><br>Frequency: 0.46                                                  |
| Extended Data Figure 2j       | mIPSC amplitude (pA) and frequency (Hz) | Amplitude<br>Vehicle: 17.3 $\pm$ 0.75;<br>CNO: 15.2 $\pm$ 1.0<br><br>Frequency                                                                                                                | [cells, slices, brains]<br>Vehicle, n = 15, 14, 7; CNO, n = 16, 12, 7 | Two-tailed Student's t-test                                           | Amplitude: 0.14<br><br>Frequency: 0.03                                                  |

|                               |                                 |                                                                                                                                                                                                                                                                                  |                                                                       |                                    |                                                                                   |
|-------------------------------|---------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------|------------------------------------|-----------------------------------------------------------------------------------|
|                               |                                 | Vehicle: $10.1 \pm 1.0$ ;<br>CNO: $7.2 \pm 0.7$                                                                                                                                                                                                                                  |                                                                       |                                    |                                                                                   |
| Extended Data Figure 2k       | E/I ratio                       | Vehicle: $0.19 \pm 0.02$ ;<br>CNO: $0.30 \pm 0.03$                                                                                                                                                                                                                               | [cells, slices, brains]<br>Vehicle, n = 15, 14, 7; CNO, n = 16, 12, 7 | Two-tailed Student's t-test        | 0.009                                                                             |
| <b>Extended Data Figure 3</b> | <b>Measurement (unit)</b>       | <b>Values</b>                                                                                                                                                                                                                                                                    | <b>N [unit]</b>                                                       | <b>Statistical test</b>            | <b>P-value</b>                                                                    |
| Extended Data Figure 3b       | Infection density (%)           | $16.4 \pm 2.7$                                                                                                                                                                                                                                                                   | [brains]<br>n = 8                                                     | n.a.                               | n.a.                                                                              |
| Extended Data Figure 3d       | Fos intensity (a.u.)            | Vehicle: $181.5 \pm 11.3$ ;<br>CNO: $233.1 \pm 15.1$                                                                                                                                                                                                                             | [brains] Vehicle, n = 4; CNO, n = 4                                   | Two-tailed Student's t-test        | 0.03                                                                              |
| Extended Data Figure 3f       | Charge (nC)                     | -60 mV: $12.2 \pm 2.1$ ; +10 mV: $2.0 \pm 0.5$                                                                                                                                                                                                                                   | [cells, slices, brains]<br>n = 4, 3, 2                                | Two-tailed paired Student's t-test | 0.01                                                                              |
| Extended Data Figure 3j       | Charge (nC)                     | Vehicle: $75.2 \pm 26.3$ ;<br>PTX: $-2.0 \pm 0.5$                                                                                                                                                                                                                                | [cells, slices, brains]<br>n = 4, 4, 2                                | Two-tailed Student's t-test        | 0.03                                                                              |
| <b>Extended Data Figure 4</b> | <b>Measurement (unit)</b>       | <b>Values</b>                                                                                                                                                                                                                                                                    | <b>N [unit]</b>                                                       | <b>Statistical test</b>            | <b>P-value</b>                                                                    |
| Extended Data Figure 4b       | Number of action potentials (n) | Vehicle:<br>5% LED, $0.9 \pm 0.2$ ; 10% LED, $1.4 \pm 0.3$ ; 25% LED, $2.3 \pm 0.4$ ; 50% LED, $2.9 \pm 0.4$ ; 100% LED, $3.7 \pm 0.4$<br><br>CNO:<br>5% LED, $0.9 \pm 0.2$ ; 10% LED, $1.6 \pm 0.2$ ; 25% LED, $2.1 \pm 0.3$ ; 50% LED, $2.4 \pm 0.3$ ; 100% LED, $3.1 \pm 0.4$ | [cells, slices, brains]<br>Vehicle, n = 10, 9, 5; CNO, n = 11, 10, 7  | Two-tailed Student's t-test        | 5% LED: 0.97<br>10% LED: 0.59<br>25% LED: 0.76<br>50% LED: 0.32<br>100% LED: 0.29 |
| Extended Data Figure 4c       | Number of action potentials (n) | Vehicle: $1.4 \pm 0.3$ ;<br>CNO: $1.6 \pm 0.2$                                                                                                                                                                                                                                   | [cells, slices, brains]<br>Vehicle, n = 10, 9, 5; CNO, n = 11, 10, 7  | Two-tailed Student's t-test        | 0.59                                                                              |
| Extended Data Figure 4e       | Number of action potentials (n) | Vehicle:<br>5% LED, $0.9 \pm 0.2$ ; 10% LED, $1.1 \pm 0.3$ ; 25% LED, $1.9 \pm 0.3$ ; 50% LED, $2.5 \pm 0.4$ ; 100% LED, $3.0 \pm 0.5$<br><br>CNO:<br>5% LED, $0.5 \pm 0.2$ ; 10% LED, $1.1 \pm 0.2$ ; 25% LED, $1.4 \pm 0.3$ ; 50% LED, $1.4 \pm 0.2$ ; 100% LED, $1.7 \pm 0.3$ | [cells, slices, brains]<br>Vehicle, n = 10, 9, 5; CNO, n = 10, 5, 6   | Two-tailed Student's t-test        | 5% LED: 0.23<br>10% LED: 1.00<br>25% LED: 0.21<br>50% LED: 0.04<br>100% LED: 0.04 |
| Extended Data Figure 4f       | Number of action potentials (n) | Vehicle: $11.1 \pm 0.3$ ;<br>CNO: $1.1 \pm 0.2$                                                                                                                                                                                                                                  | [cells, slices, brains]<br>Vehicle, n = 10, 9, 5; CNO, n = 10, 5, 6   | Two-tailed Student's t-test        | 1.00                                                                              |
| Extended Data Figure 4h       | Number of action potentials (n) | Vehicle:<br>2% LED, $0.7 \pm 0.1$ ; 3% LED, $0.8 \pm 0.1$ ; 5% LED, $1.0 \pm 0.1$ ; 10% LED, $1.6 \pm 0.2$ ; 25% LED, $2.4 \pm 0.2$ ; 50% LED, $2.9 \pm 0.3$ ; 100% LED, $3.5 \pm 0.3$                                                                                           | [cells, slices, brains]<br>Vehicle, n = 13, 8, 5; CNO, n = 8, 5, 2    | Two-tailed Student's t-test        | 2% LED: 0.65<br>3% LED: 0.61<br>5% LED: 0.59<br>10% LED: 0.67                     |

|                               |                                         |                                                                                                                                                                                                                                                                                                                                                                                  |                                                                       |                             |                                                                                                                   |
|-------------------------------|-----------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------|-----------------------------|-------------------------------------------------------------------------------------------------------------------|
|                               |                                         | CNO:<br>2% LED, $0.8 \pm 0.2$ ; 3% LED, $0.8 \pm 0.2$ ; 5% LED, $1.1 \pm 0.2$ ; 10% LED, $1.8 \pm 0.3$ ; 25% LED, $2.1 \pm 0.4$ ; 50% LED, $2.6 \pm 0.3$ ; 100% LED, $3.1 \pm 0.4$                                                                                                                                                                                               |                                                                       |                             | 25% LED: 0.48<br>50% LED: 0.55<br>100% LED: 0.42                                                                  |
| Extended Data Figure 4i       | Number of action potentials (n)         | Vehicle: $1.6 \pm 0.2$ ; CNO: $1.8 \pm 0.3$                                                                                                                                                                                                                                                                                                                                      | [cells, slices, brains]<br>Vehicle, n = 13, 8, 5; CNO, n = 8, 5, 2    | Two-tailed Student's t-test | 0.67                                                                                                              |
| Extended Data Figure 4k       | Number of action potentials (n)         | Vehicle:<br>2% LED, $0.5 \pm 0.2$ ; 3% LED, $1.6 \pm 0.5$ ; 5% LED, $2.6 \pm 0.5$ ; 10% LED, $3.2 \pm 0.4$ ; 25% LED, $4.9 \pm 0.6$ ; 50% LED, $5.7 \pm 0.7$ ; 100% LED, $6.6 \pm 0.8$<br><br>CNO:<br>2% LED, $0.7 \pm 0.2$ ; 3% LED, $1.5 \pm 0.3$ ; 5% LED, $2.6 \pm 0.4$ ; 10% LED, $3.7 \pm 0.4$ ; 25% LED, $4.9 \pm 0.5$ ; 50% LED, $5.9 \pm 0.6$ ; 100% LED, $6.9 \pm 0.7$ | [cells, slices, brains]<br>Vehicle, n = 15, 10, 3; CNO, n = 17, 10, 3 | Two-tailed Student's t-test | 2% LED: 0.55<br>3% LED: 0.77<br>5% LED: 0.94<br>10% LED: 0.38<br>25% LED: 0.98<br>50% LED: 0.85<br>100% LED: 0.69 |
| Extended Data Figure 4l       | Number of action potentials (n)         | Vehicle: $6.6 \pm 0.8$ ; CNO: $6.9 \pm 0.7$                                                                                                                                                                                                                                                                                                                                      | [cells, slices, brains]<br>Vehicle, n = 15, 10, 3; CNO, n = 17, 10, 3 | Two-tailed Student's t-test | 0.69                                                                                                              |
| Extended Data Figure 4o       | Peak amplitude (nA) and charge (pC)     | Peak amplitude<br>Vehicle: $4.3 \pm 0.6$ ; CNO: $3.9 \pm 0.8$<br><br>Charge<br>Vehicle: $84.0 \pm 10.2$ ; CNO: $75.7 \pm 13.5$                                                                                                                                                                                                                                                   | [cells, slices, brains]<br>Vehicle, n = 13, 13, 5; CNO, n = 12, 12, 5 | Two-tailed Student's t-test | Peak amplitude: 0.76<br><br>Charge: 0.66                                                                          |
| <b>Extended Data Figure 5</b> | <b>Measurement (unit)</b>               | <b>Values</b>                                                                                                                                                                                                                                                                                                                                                                    | <b>N [unit]</b>                                                       | <b>Statistical test</b>     | <b>P-value</b>                                                                                                    |
| Extended Data Figure 5b       | sIPSC amplitude (pA) and frequency (Hz) | Amplitude<br>Vehicle: $22.0 \pm 1.5$ ; CNO: $30.6 \pm 2.2$<br><br>Frequency<br>Vehicle $10.5 \pm 1.6$ ; CNO: $24.4 \pm 2.8$                                                                                                                                                                                                                                                      | [cells, slices, brains]<br>Vehicle, n = 13, 13, 7; CNO, n = 11, 11, 7 | Two-tailed Student's t-test | Amplitude: 0.003<br><br>Frequency: $1.1 \times 10^{-7}$                                                           |
| Extended Data Figure 5d       | sIPSC amplitude (pA) and frequency (Hz) | Amplitude<br>Vehicle: $56.4 \pm 6.4$ ; CNO: $47.4 \pm 4.6$<br><br>Frequency<br>Vehicle $25.0 \pm 1.9$ ; CNO: $27.8 \pm 2.9$                                                                                                                                                                                                                                                      | [cells, slices, brains]<br>Vehicle, n = 13, 13, 5; CNO, n = 12, 12, 5 | Two-tailed Student's t-test | Amplitude: 0.28<br><br>Frequency: 0.43                                                                            |
| Extended Data Figure 5f       | sIPSC amplitude (pA) and frequency (Hz) | Amplitude<br>Vehicle: $27.2 \pm 1.8$ ; CNO: $43.3 \pm 5.0$<br><br>Frequency<br>Vehicle $15.0 \pm 1.7$ ; CNO: $24.5 \pm 2.4$                                                                                                                                                                                                                                                      | [cells, slices, brains]<br>Vehicle, n = 10, 10, 6; CNO, n = 11, 11, 5 | Two-tailed Student's t-test | Amplitude: 0.009<br><br>Frequency: 0.004                                                                          |
| Extended Data Figure 5h       | sIPSC amplitude (pA) and frequency (Hz) | Amplitude<br>Vehicle: $23.7 \pm 1.8$ ; CNO: $29.7 \pm 1.8$                                                                                                                                                                                                                                                                                                                       | [cells, slices, brains]                                               | Two-tailed Student's t-test | Amplitude: 0.03<br><br>Frequency:                                                                                 |

|                               |                                                              |                                                                                                                                                                                                                                     |                                                                                                                                                                                       |                                    |                                                                                                         |
|-------------------------------|--------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------|---------------------------------------------------------------------------------------------------------|
|                               |                                                              | Frequency<br>Vehicle $12.7 \pm 2.0$ ; CNO:<br>$22.6 \pm 2.7$                                                                                                                                                                        | Vehicle, n = 13,<br>12, 6; CNO, n =<br>12, 10, 5                                                                                                                                      |                                    | 0.006                                                                                                   |
| <b>Extended Data Figure 6</b> | <b>Measurement (unit)</b>                                    | <b>Values</b>                                                                                                                                                                                                                       | <b>N [unit]</b>                                                                                                                                                                       | <b>Statistical test</b>            | <b>P-value</b>                                                                                          |
| Extended Data Figure 6b       | Synaptic density change (%)                                  | Vehicle: $0.981 \pm 0.108$ ;<br>CNO: $1.423 \pm 0.095$                                                                                                                                                                              | [brains] Vehicle,<br>n = 6; CNO, n =<br>6                                                                                                                                             | Two-tailed Student's t-test        | 0.01                                                                                                    |
| Extended Data Figure 6d       | Synaptic density (puncta/ $\mu\text{m}$ )                    | Uninfected: $0.100 \pm 0.005$ ; Infected: $0.100 \pm 0.010$                                                                                                                                                                         | [brains]<br>n = 6                                                                                                                                                                     | Two-tailed paired Student's t-test | 0.79                                                                                                    |
| Extended Data Figure 6f       | Synaptic density (puncta/ $\mu\text{m}$ )                    | Uninfected: $0.098 \pm 0.006$ ; Infected: $0.138 \pm 0.007$                                                                                                                                                                         | [brains]<br>n = 6                                                                                                                                                                     | Two-tailed paired Student's t-test | 0.006                                                                                                   |
| Extended Data Figure 6g       | Synaptic density (puncta/ $\mu\text{m}$ )                    | Vehicle: $0.100 \pm 0.005$<br>CNO: $0.098 \pm 0.006$                                                                                                                                                                                | [brains]<br>Vehicle, n = 6;<br>CNO, n = 6                                                                                                                                             | Two-tailed Student's t-test        | 0.87                                                                                                    |
| Extended Data Figure 6i       | Infection density (%)                                        | $22.3 \pm 3.8$                                                                                                                                                                                                                      | [brains]<br>n = 7                                                                                                                                                                     | n.a.                               | n.a.                                                                                                    |
| Extended Data Figure 6k       | Fos intensity (a.u.)                                         | Vehicle: $139.7 \pm 7.9$ ;<br>CNO: $328.5 \pm 42.9$                                                                                                                                                                                 | [brains] Vehicle,<br>n = 4; CNO, n =<br>4                                                                                                                                             | Two-tailed Student's t-test        | 0.004                                                                                                   |
| <b>Extended Data Figure 7</b> | <b>Measurement (unit)</b>                                    | <b>Values</b>                                                                                                                                                                                                                       | <b>N [unit]</b>                                                                                                                                                                       | <b>Statistical test</b>            | <b>P-value</b>                                                                                          |
| Extended Data Figure 7c       | <i>Scg2</i> mRNA/cell (a.u.)                                 | Uninfected: $38.6 \pm 5.2$ ;<br>Infected: $37.7 \pm 4.9$                                                                                                                                                                            | [brains]<br><i>Scg2</i> : n = 6                                                                                                                                                       | Two-tailed paired Student's t-test | 0.71                                                                                                    |
| Extended Data Figure 7e       | <i>Vgf</i> mRNA/cell (a.u.)                                  | Uninfected: $37.3 \pm 3.8$ ;<br>Infected: $40.0 \pm 1.8$                                                                                                                                                                            | [brains]<br><i>Vgf</i> : n=6                                                                                                                                                          | Two-tailed paired Student's t-test | 0.58                                                                                                    |
| Extended Data Figure 7h       | <i>Scg2</i> mRNA/cell (a.u.) and <i>Vgf</i> mRNA/cell (a.u.) | <i>Scg2</i> mRNA/cell<br>Uninfected: $78.8 \pm 5.4$ ;<br>Infected: $59.1 \pm 5.8$<br><br><i>Vgf</i> mRNA/cell<br>Uninfected: $43.3 \pm 3.8$ ;<br>Infected: $33.5 \pm 4.1$                                                           | [brains]<br><i>Scg2</i> : n = 5<br><br><i>Vgf</i> : n=5                                                                                                                               | Two-tailed paired Student's t-test | <i>Scg2</i> : 0.007<br><i>Vgf</i> : 0.02                                                                |
| Extended Data Figure 7j       | Infection density (%)                                        | <i>shLacZ-hM3Dq</i> :<br>$15.5 \pm 2.6$<br><br><i>shScg2-hM3Dq</i> :<br>$36.6 \pm 8.1$<br><br><i>shVgf-hM3Dq</i> :<br>$13.1 \pm 1.9$                                                                                                | [brains]<br><i>shLacZ-hM3Dq</i><br>n = 3<br><br><i>shLacZ-hM3Dq</i><br>n = 5<br><br><i>shLacZ-hM3Dq</i><br>n = 5                                                                      | n.a.                               | n.a.                                                                                                    |
| Extended Data Figure 7k       | Fos intensity (a.u.)                                         | <i>shLacZ-hM3Dq</i> :<br>Vehicle, $28.3 \pm 4.8$<br>CNO, $59.1 \pm 6.1$<br><br><i>shScg2-hM3Dq</i> :<br>Vehicle, $28.4 \pm 1.0$<br>CNO, $50.4 \pm 2.5$<br><br><i>shVgf-hM3Dq</i> :<br>Vehicle, $9.7 \pm 5.1$<br>CNO, $28.6 \pm 3.8$ | [brains]<br><i>shLacZ-hM3Dq</i><br>Vehicle, n = 3<br>CNO, n = 3<br><br><i>shLacZ-hM3Dq</i><br>Vehicle, n = 3<br>CNO, n = 3<br><br><i>shLacZ-hM3Dq</i><br>Vehicle, n = 3<br>CNO, n = 3 | Two-tailed Student's t-test        | <i>shLacZ-hM3Dq</i> :<br>0.02<br><br><i>shScg2-hM3Dq</i> :<br>0.001<br><br><i>shVgf-hM3Dq</i> :<br>0.04 |
| <b>Extended Data Figure 8</b> | <b>Measurement (unit)</b>                                    | <b>Values</b>                                                                                                                                                                                                                       | <b>N [unit]</b>                                                                                                                                                                       | <b>Statistical test</b>            | <b>P-value</b>                                                                                          |
| Extended Data Figure 8b       | Synaptic density change (%)                                  | <i>shLacZ</i> , $0.0 \pm 9.1$<br><i>shScg2</i> , $8.7 \pm 7.4$                                                                                                                                                                      | [brains]                                                                                                                                                                              | Two-tailed One-sample t-test       | <i>shScg2</i> :<br>0.27                                                                                 |

|                                |                                           |                                                                                                                                                               |                                                                                   |                                    |                                                       |
|--------------------------------|-------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------------|------------------------------------|-------------------------------------------------------|
|                                |                                           | shVgf, $-0.8 \pm 9.8$                                                                                                                                         | shLacZ, n = 8;<br>shScg2, n = 9;<br>shVgf, n = 7                                  |                                    | shVgf:<br>0.93                                        |
| Extended Data Figure 8d        | Synaptic density (puncta/ $\mu\text{m}$ ) | shLacZ-hM3Dq:<br>Vehicle:<br>Uninfected, $0.13 \pm 0.01$<br>Infected, $0.13 \pm 0.01$<br><br>CNO:<br>Uninfected, $0.11 \pm 0.01$<br>Infected, $0.14 \pm 0.01$ | [brains]<br>shLacZ-hM3Dq<br>Vehicle, n = 8<br>CNO, n = 10                         | Two-tailed paired Student's t-test | shLacZ-hM3Dq:<br>Vehicle:<br>0.67<br><br>CNO<br>0.003 |
| Extended Data Figure 8f        | Synaptic density (puncta/ $\mu\text{m}$ ) | shScg2-hM3Dq:<br>Vehicle:<br>Uninfected, $0.12 \pm 0.01$<br>Infected, $0.13 \pm 0.01$<br><br>CNO:<br>Uninfected, $0.13 \pm 0.01$<br>Infected, $0.14 \pm 0.01$ | [brains]<br>shLacZ-hM3Dq<br>Vehicle, n = 9;<br>CNO, n = 9                         | Two-tailed paired Student's t-test | shScg2-hM3Dq:<br>Vehicle:<br>0.40<br><br>CNO:<br>0.07 |
| Extended Data Figure 8h        | Synaptic density (puncta/ $\mu\text{m}$ ) | shVgf-hM3Dq:<br>Vehicle:<br>Uninfected, $0.13 \pm 0.01$<br>Infected, $0.12 \pm 0.01$<br><br>CNO:<br>Uninfected, $0.13 \pm 0.01$<br>Infected, $0.13 \pm 0.01$  | [brains]<br>shLacZ-hM3Dq<br>Vehicle, n = 7;<br>CNO, n = 8                         | Two-tailed paired Student's t-test | shVgf-hM3Dq:<br>Vehicle:<br>0.70<br><br>CNO:<br>0.72  |
| <b>Extended Data Figure 9</b>  | <b>Measurement (unit)</b>                 | <b>Values</b>                                                                                                                                                 | <b>N [unit]</b>                                                                   | <b>Statistical test</b>            | <b>P-value</b>                                        |
| Extended Data Figure 9c        | mRNA/cell (a.u.)                          | Uninfected, $25.9 \pm 3.8$<br>Infected, $109.1 \pm 14.4$                                                                                                      | [brains]<br>n = 3                                                                 | Two-tailed paired Student's t-test | 0.03                                                  |
| Extended Data Figure 9e        | Synaptic density (puncta/ $\mu\text{m}$ ) | Uninfected, $0.11 \pm 0.10$<br>Infected, $0.10 \pm 0.01$                                                                                                      | [brains]<br>n = 5                                                                 | Two-tailed paired Student's t-test | 0.23                                                  |
| Extended Data Figure 9g        | Synaptic density (puncta/ $\mu\text{m}$ ) | Uninfected, $0.09 \pm 0.01$<br>Infected, $0.12 \pm 0.01$                                                                                                      | [brains]<br>n = 5                                                                 | Two-tailed paired Student's t-test | 0.01                                                  |
| Extended Data Figure 9i        | mEPSC amplitude (pA) and frequency (Hz)   | Amplitude<br>mCherry: $15.5 \pm 0.8$ ;<br>VGF-mCherry: $15.0 \pm 0.5$<br><br>Frequency<br>mCherry: $15.5 \pm 1.8$ ;<br>VGF-mCherry: $20.1 \pm 0.5$            | [cells, slices, brains]<br>mCherry,<br>n = 9, 9, 4; VGF-mCherry,<br>n = 7, 7, 4   | Two-tailed Student's t-test        | Amplitude:<br>0.59<br><br>Frequency:<br>0.12          |
| Extended Data Figure 9k        | mIPSC amplitude (pA) and frequency (Hz)   | Amplitude<br>mCherry: $15.8 \pm 1.3$ ;<br>VGF-mCherry: $18.2 \pm 0.5$<br><br>Frequency<br>mCherry: $15.7 \pm 3.1$ ;<br>VGF-mCherry: $12.3 \pm 2.2$            | [cells, slices, brains]<br>mCherry,<br>n = 9, 9, 4; VGF-mCherry,<br>n = 7, 7, 4   | Two-tailed Student's t-test        | Amplitude:<br>0.26<br><br>Frequency:<br>0.42          |
| Extended Data Figure 9l        | E/I ratio                                 | mCherry: $0.35 \pm 0.06$ ;<br>VGF-mCherry: $0.43 \pm 0.07$                                                                                                    | [cells, slices, brains]<br>mCherry,<br>n = 9, 9, 4; VGF-mCherry,<br>n = 7, 7, 4   | Two-tailed Student's t-test        | 0.39                                                  |
| Extended Data Figure 9n        | Paired-pulse ratio                        | mCherry: $0.46 \pm 0.13$ ;<br>VGF-mCherry: $0.33 \pm 0.10$                                                                                                    | [cells, slices, brains]<br>mCherry,<br>n = 9, 9, 4; VGF-mCherry,<br>n = 10, 10, 4 | Two-tailed Student's t-test        | 0.46                                                  |
| <b>Extended Data Figure 10</b> | <b>Measurement (unit)</b>                 | <b>Values</b>                                                                                                                                                 | <b>N [unit]</b>                                                                   | <b>Statistical test</b>            | <b>P-value</b>                                        |

|                          |                               |                                                     |                                            |                             |                    |
|--------------------------|-------------------------------|-----------------------------------------------------|--------------------------------------------|-----------------------------|--------------------|
| Extended Data Figure 10b | Time freezing (%)             | Unshocked: $9.8 \pm 1.8$<br>Shocked: $62.8 \pm 5.6$ | [mice]<br>Unshocked, n = 4; Shocked: n = 5 | Two-tailed Student's t-test | $8 \times 10^{-5}$ |
| Extended Data Figure 10d | Fos-positive PV+ interneurons | 41.0                                                | [cells, brains]<br>n = 117, 5              | n.a.                        | n.a.               |

# Supplementary material for: Regulation of PV interneuron plasticity by neuropeptide-encoding genes
**Source:** Nature. 2025 Apr 30;643(8070):173–81. doi: 10.1038/s41586-025-08933-z
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-sequencing data will be deposited into the public repository Gene Expression Omnibus (GSE223038) before publication. All other data will be shared upon reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

## Antibodies

### Antibodies used

The following primary antibodies and concentrations were used: Goat anti-mCherry (1:500, Antibodies-Online, ABIN1440057), dsRed anti-rabbit (1:500, Clontech, 632496), c-Fos anti-rabbit (1:200, Merck, ABE457), Gephyrin anti-Mouse-IgG1 (1:500, Synaptic Systems, 147011), VGaT anti-Guinea pig (1:500, Synaptic Systems, 131004), Parvalbumin anti-Chicken (1:250, Synaptic Systems, 195006), Parvalbumin anti-Mouse (1:3000, Swant, 235), Synaptotagmin-2 anti-Mouse-IgG2 (1:250, ZFIN, ZDB-ATB-081002-25). The following secondary antibodies and concentrations were used: Donkey anti-Chicken 405 (1:200, Jackson, 703-475-155), Goat anti-Mouse-IgG1 488 (1:500, Molecular Probes, A21121), Donkey anti-Rabbit 488 (1:400, Thermo Fisher Scientific, A21206), Donkey anti-Rabbit 555 (1:400, Molecular Probes, A31572), Donkey anti-Goat 555 (1:400, Invitrogen, A21432), Goat anti-Mouse-IgG2 647 (1:500, Molecular Probes, A21241), Donkey anti-Guinea Pig 647 (1:250, Jackson, 706-605-148), Donkey anti-Mouse IgG1 647 (1:400, Thermo Fisher Scientific, A31571).

### Validation

Goat anti-mCherry, dsRed anti-rabbit, Gephyrin anti-Mouse-IgG1, Parvalbumin anti-Chicken and Synaptotagmin-2 anti-Mouse-IgG2 have been previously used in DOI: 10.1126/science.abm7466

c-Fos anti-rabbit has previously been used in DOI: 10.1038/s41593-019-0552-7

VGaT anti-Guinea pig has previously been used in DOI: 10.1038/ncomms6066

Parvalbumin anti-Mouse has previously been used in DOI: 10.1038/s41593-018-0162-9

## Eukaryotic cell lines

Policy information about [cell lines](#) and [Sex and Gender in Research](#)

### Cell line source(s)

HEK293FT cells were purchased from Invitrogen

### Authentication

No additional authentication was done

### Mycoplasma contamination

HEK293FT cells were routinely tested for mycoplasma. All test were negative.

### Commonly misidentified lines (See [ICLAC](#) register)

Not applicable

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

All animals used in this study were Mus Musculus (House Mouse), aged P42 to P70. We used the following strains: PV-cre (B6.129P2-Pvalbtm1(cre)Arbr/J, JAX017320), CD1 (CrI:CD1[ICR], Charles River), PV-flp (B6.Cg-Pvalbtm4.1(flopo)Hze/J, JAX022730), Chr2-flx (Ai32, B6;129S-Gt(ROSA)26Sortm32(CAG-COP4\*H134R/EYFP)Hze/J, JAX012569), SST-cre (Ssttm2.1(cre)Zjh/J, JAX013044), VIP-cre (Viptm1(cre)Zjh/J, JAX010908) and Nex-cre (Neurod6tm1(cre)Kan).

### Wild animals

This study did not involve wild animals

### Reporting on sex

Similar numbers of male and female mice were used indiscriminately in all experiments.

### Field-collected samples

This study did not involve samples collected from the field.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

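Ribosome-associated mRNA of PV+ interneurons in S1 was measured by RNA-seq in 4 samples from CNO-treated mice and 4 from vehicle-treated mice, each pooled from 4 brains. The Methods give an age of postnatal day 44 to 70, the sample labels 42 to 70 and Fig. 3a 56 to 58. Replicate numbers 1 to 4 come from the sample labels, and the text names no pairing of the groups. The authors trimmed the reads with Trim Galore, aligned them with STAR to GRCm38 and estimated the counts of each gene with Salmon and tximport. The authors deposited these estimated counts without normalization and without a filter on genes. The authors also deposited TPM, the counts divided by transcript length and scaled to sum to the same total in every sample. The total of counts per sample lay between 44064161 and 49413273, so that 3 counts correspond to 0.0607 to 0.0681 CPM. Gene positions and shared sequence came from GENCODE mouse release 21 on GRCm38, which holds 45143 of the 45706 gene identifiers.

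Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes with under 10 counts in 4 or more samples were excluded, the remaining counts were normalized by TMM, and CNO was compared with vehicle by the quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05, a change above 1.5-fold and a mean TPM above 1 over the 8 samples. The Methods name edgeR's estimateGLMRobustDisp without naming the test, and the legend of Fig. 3b names a Wald test, which edgeR does not offer. The robust dispersion with the likelihood ratio test and the Wald test of DESeq2 1.42.0 were therefore alternatives. Log2 values of single samples were calculated with a prior count of 2. In the edgeR fits, the standard error was the size of the log2 fold change divided by the square root of the test statistic. In DESeq2 and limma it came from the fitted coefficients. Single values were compared by two-sided exact permutation over the 70 assignments of 4 samples against 4. Correlations across the 8 samples were tested over all 40320 orders. Gene sets were tested with camera at a correlation between genes of 0.01 and with fry from limma 3.58.1. Surrogate variables came from sva 3.50.0. Plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

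The tests were tried on simulated data with 17495 genes, of which 200 were changed. The quasi-likelihood test recovered 175 of them (87.5%) and called 12 unchanged genes, 6.42% of its calls. The changed genes had log2 fold changes of 1 or 2 in either direction, of which it recovered 76% and 99%. Smaller changes, such as those of *Vgf* and *Scg2*, were not simulated. Neither was variation between samples that many genes share. The percentages recovered therefore do not apply to such changes. The likelihood ratio test with robust dispersion recovered 187 and called 58 unchanged genes, 23.7% of its calls, and DESeq2's test recovered 184 and called 30, 14.0%. With no gene changed, the 3 tests called 0, 22 and 7 genes in that order.

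Genes named were fixed by a rule before the data were examined. They are the genes the paper names or shows in Fig. 3, the 10 with the largest change among those past all cut-offs without overlap between groups (0 genes met these conditions), and members of lists of IEGs, perineuronal net genes, neuropeptide genes, cell type markers and sex-linked genes. Genes outside the rule are said to have been named after their values were seen. The marker index is the mean log2 CPM of 9 PV+ interneuron markers minus that of 12 pyramidal cell markers. It was built from a list of 12 PV+ interneuron markers by leaving out those that belong to Fig. 3 or to a tested set. The sequence shared by a gene is the percent of 31-nucleotide stretches of its transcripts found in transcripts of other genes.

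Alternatives changed the test, the normalization (RLE size factors, library size only, or an offset for gene length), the filter on low counts, the unit (limma on log2 TPM with 1 or 0.1 added), the TPM and fold-change cut-offs, and the covariates (a replicate block or 1 surrogate variable). Each of the 8 samples was also left out in turn. For the gene sets, the set test, the correlation between genes and the members were changed. Alternatives with the marker index, combinations with the robust dispersion, the block of replicates 1 and 2 against 3 and 4, and the exclusion of the 2 genes with most counts were added after seeing the data. The interaction and secretion scores of Fig. 3c and the network of Fig. 3d were left out because they rest on outside databases. *Hmga1b* was left out because no tested gene carried that name. Experiments other than the RNA-seq were not analysed here.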

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

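The tests of library size, of the share of counts on a few genes, of sample labels, of the marker index and of the sex-linked genes were chosen after the result was seen. Those of GC content and gene length for vehicle replicate 1 were chosen after its low values were seen but before the correlations were. In each group of 4 samples, the gap between the highest or lowest sample and its neighbour was divided by the range of the group. Of 68 groups of values tested this way (34 measures), 12 had a sample that lay far from the others, where chance gives about 3.4. Of these, 7 concern vehicle replicate 1.

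Vehicle replicate 1 was far below the other vehicle samples in *Lgals1* (ratio of gap to range 0.846), *Crhbp* (0.992), *Slc32a1* (0.874), *Pvalb* (0.875), *Rpl10a* (0.855), *Chrm3* (0.979) and the mean of the PV+ interneuron markers (0.846). These 7 measures are not independent, since *Pvalb* and *Slc32a1* are PV+ interneuron markers. Its log2 CPM were 1.37 for *Lgals1*, 4.22 for *Crhbp*, 2.44 for *Slc32a1*, 6.64 for *Pvalb*, 6.29 for *Rpl10a*, 4.56 for *Chrm3* and 6.21 for the marker mean. *Rpl10a* is the gene whose tagged copy the virus carries, and 23.7% of its 31-nucleotide stretches occur in other genes. *Chrm3* encodes the type of receptor on which hM3Dq is based. The marker index of vehicle replicate 1 was -1.53 relative to the mean of the other 3 vehicle samples on the log2 scale (0.22 against 1.54 to 1.91), and its *Rpl10a* level of 301 TPM was the lowest of the 8 samples. This is consistent with a smaller amount of RNA from PV+ interneurons relative to other cells in that sample. Its 10 genes with most counts took 32.1% of its counts, above the other 7 samples (up to 27.2%), but such genes lower all others alike, whereas its PV+ interneuron markers were below those of the other vehicle samples (6.21 against 7.42 to 7.64) and its pyramidal cell markers above them (6.00 against 5.73 to 5.88), which goes against that explanation. Its total count was 1.00 times the lowest of the other vehicle samples and not the lowest itself, which goes against library size. Its deviation correlated across genes with GC content at a Spearman rho of -0.143 and with gene length at 0.116, both weak (17385 of 17495 genes; genes are not independent replicates). *Fos* was at 12.5 CPM in this sample, below all CNO samples, which goes against a swapped label. No biological explanation was tested, because the design gives no condition that sets this sample apart. The pattern cannot be told apart from the amount of PV+ interneuron RNA.

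CNO replicate 4 was far above the other CNO samples in *Dusp1* (0.881; log2 CPM 7.16 against 6.51 to 6.59) and *Th* (0.937; 3.28 against 2.56 to 2.60). It also had the highest marker index of the 8 samples, 2.47. With the marker index in the model, the log2 fold change between the groups was 0.92 for *Dusp1*, from 1.17, and 1.47 for *Th*, from 1.72. Both values moved by more than their standard error but stayed above 0. The amount of PV+ interneuron RNA may therefore account for part of the differences. Across the 8 samples the index correlated with *Dusp1* at r = 0.749 and with *Th* at r = 0.648. Without vehicle replicate 1 and CNO replicate 4 these were 0.138 and 0.143, so the relation to the index rests mostly on those samples. The differences that remained had unadjusted p values of 7.53e-06 for *Dusp1* and 1.61e-05 for *Th* from the quasi-likelihood test, and adjusted p values of 0.0693 (1.48e-13 to 0.774 over all alternatives) and 0.0936 (2.98e-11 to 0.539). CNO replicates 1, 2 and 3 had an index of 2.10, 1.40 and 1.88 but nearly equal levels of both genes. Among them neither gene followed the index. Because CNO replicate 4 is highest in both the index and the genes, its high values cannot be told apart from the amount of PV+ interneuron RNA.

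*Fosl2* was higher in vehicle replicate 3 than in the other vehicle samples (0.888; log2 CPM 3.23 against 3.02 to 3.04). The range of the group is narrow, and no explanation, technical or biological, was tested for it.

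The Y-linked gene *Eif2s3y* was far below the other samples of its group in CNO replicate 3 (0.898; log2 CPM 4.52 against 5.43 to 5.54) and in vehicle replicate 2 (0.923; 4.23 against 5.49 to 5.59). *Ddx3y*, also Y-linked, was lowest in the same samples, at 14.1 and 18.0 TPM against at least 24.4 TPM in the others. *Xist*, which is expressed from the inactive X chromosome, was highest in them, at 2.49 and 3.56 TPM against at most 2.05. These values are consistent with more female mice in these pools, and no technical explanation was tested. The sexes of the mice in each pool are not known here, and each group holds 1 such sample.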

How the results depend on the processing

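The alternatives with the marker index, the combinations with robust dispersion, the block of replicates 1 and 2 against 3 and 4 and the exclusion of the 2 genes with most counts were chosen after seeing the data; the others were set before the data were examined. The number of differentially expressed genes was 0, with 716 genes at an unadjusted p under 0.05. It was 12 (11 higher, 1 lower) with robust dispersion and the likelihood ratio test, 10 (9 higher, 1 lower) with DESeq2's Wald test, and 4 (4 higher, 0 lower) without the filter on low counts. Across the 8 fits that each left out one sample it ranged from 0 to 2 genes, all higher. The 2 came without CNO replicate 1. The likelihood ratio test with robust dispersion called 13 genes with the marker index (10 higher, 3 lower), 11 with the replicate block (10 higher, 1 lower), 14 with the gene length offset (11 higher, 3 lower) 17 with at least 10 counts in at least 4 samples (14 higher, 3 lower) and 23 with the block of replicates 1 and 2 against 3 and 4 (16 higher, 7 lower). With that block the quasi-likelihood test called 3 (3 higher, 0 lower). Why the tests differ was not tested on these data, although on simulated data both of the more permissive tests called more unchanged genes. The other settings of the quasi-likelihood test and limma on TPM called 0. Dropping or relaxing the TPM or fold-change cut-off could not move a count of 0, since no adjusted p was under 0.05.

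The IEG set was higher with CNO under every alternative run. Its adjusted p was 1.50e-12, and it was no longer under 0.05 with fry (0.128) or with camera and an estimated correlation between genes (0.119), and lay from 1.88e-26 to 5.90e-05 with each sample left out. Without the genes that the paper names in its running text it was 5.61e-07. That set still held *Dusp1*, *Atf3* and *Nr4a1*, which Fig. 3c shows from the same data. The perineuronal net set, with an adjusted p of 0.331, was lower at 0.0303 with 1 surrogate variable and at 0.0200 with the marker index, higher at 0.894 without CNO replicate 1, and ranged from 0.0814 to 0.910 with each sample left out. The neuropeptide and granin set, also at 0.331, turned from higher to lower with 1 surrogate variable (0.495), with the marker index (0.228) and without vehicle replicate 1 (0.882), and ranged from 0.0664 to 0.882 with each sample left out. The cause was not tested for any of these changes.

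Of 476 values of 17 named genes under alternatives, 57 changed, 48 by passing an adjusted p of 0.05 and 9 by reversing. None could lose that threshold, because no adjusted p was under it. A change in size that keeps the direction is not counted, such as the fall of *Vgf* from 0.58 to 0.30 and of *Scg2* from 0.63 to 0.30 with 1 surrogate variable, and of each to 0.28 with the marker index. *Slc32a1* reversed to -0.063 with the marker index and -0.070 with the marker index and robust dispersion. *Tuba1c* reversed from -0.08 to 0.49 with 1 surrogate variable, 0.58 with the marker index and 0.56 with the index and robust dispersion, and ranged from -1.20 to 0.31 with each sample left out. The cause of these reversals was not tested. *Vgf*, *Scg2*, *Lgals1*, *Adamts1* and *Fosl2* kept a positive log2 fold change under all 28 alternatives run for each. With robust dispersion and the block of replicates 1 and 2 against 3 and 4 the adjusted p of *Vgf* (0.0139), *Scg2* (0.0348) and *Adamts1* (0.04998) passed 0.05, in 1 of the 28 alternatives of each, and those of *Lgals1* (0.0748) and *Fosl2* (0.0546) did not. With library size only, the median log2 fold change of all genes was -0.05. The median sum of coefficients of variation of the genes in Fig. 3c lay between 0.466 and 0.673 under its alternatives, from 0.631.

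Replicate numbers were used as a block alone, with the gene length offset and with robust dispersion. With the block alone the adjusted p was 1.92e-14 for the IEG set, 0.495 for the perineuronal net set and 0.202 for the neuropeptide set. With the block of replicates 1 and 2 against 3 and 4 these values were 6.09e-12, 0.543 and 0.199. Same-numbered samples of the groups correlated at a mean r of 0.0989 and differently numbered ones at -0.0320, across genes after centring each group, and genes are not independent replicates. Depth limits genes near 0.0681 CPM, whereas the group means of *Fos*, *Vgf* and *Scg2* lie far above that level.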

Differences from the paper's values

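The paper reports 51 differentially expressed genes, 37 upregulated and 14 downregulated, whereas the quasi-likelihood test gave 0, 0 and 0. None of the 24 alternatives set before the data were examined closed these gaps. They gave 0 to 12 genes, 0 to 11 of them higher and 0 to 1 lower. The highest counts came from robust dispersion with the likelihood ratio test. The volcano plot of Fig. 3b shows *Fos* at a -log10 p of about 47, read by eye, and *Dusp1* at about 25, also read by eye in Fig. 3b. The unadjusted p values of the quasi-likelihood test gave 5.53 for *Fos* and 4.18 for *Dusp1*. None of the 20 alternatives set before the data were examined for either gene reached the paper's values, with ranges of 4.01 to 23.4 for *Fos* and 3.50 to 10.2 for *Dusp1*.

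The paper names *Fosl2*, *Adamts1*, *Lgals1*, *Scg2* and *Vgf* among its differentially expressed genes. Their adjusted p was 0.817 in the quasi-likelihood test, and none of the settings fixed before the data were examined called them. In the quasi-likelihood fit the log2 fold changes of *Vgf* (0.577) and *Adamts1* (0.531) also lay below the fold-change cut-off. Those of *Fosl2*, *Lgals1* and *Scg2* lay above it. With robust dispersion and the likelihood ratio test, *Vgf* (0.479), *Adamts1* (0.487) and *Scg2* (0.560) lay below that cut-off, and *Fosl2* and *Lgals1* above it. Robust dispersion with the likelihood ratio test and DESeq2's Wald test each called 8 of the genes in Fig. 3c that the quasi-likelihood test did not: *Fos*, *Fosb*, *Dusp1*, *Th*, *Fam150b*, *Mustn1*, *Dnmt3l* and *Gpnmb*. Without the filter on low counts *Fos*, *Fosb*, *Dusp1* and *Th* were called, and without CNO replicate 1 *Fos* and *Fosb*. Settings chosen after seeing the values, which combined robust dispersion and the likelihood ratio test with another choice, called genes of Fig. 3c as follows. The replicate block added *Lcn2* to the 8 genes. The gene length offset, and separately the other reading of the filter, called the 8 genes. The marker index called *Fos*, *Fosb*, *Dusp1*, *Th*, *Fam150b*, *Mustn1* and *Nr4a1*. The block of replicates 1 and 2 against 3 and 4 called the 8 genes, *Cort*, *Nr4a1* and *Scg2*, and with the quasi-likelihood test this block, also chosen after seeing the values, called *Fos*, *Fosb* and *Th*. Of the genes named first, *Scg2* was therefore called in 1 setting, and *Fosl2*, *Adamts1*, *Lgals1* and *Vgf* in none.

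The log2 fold changes lay close to those that Fig. 3b shows, read by eye: about 1.9 for *Fos* (1.93 here), about 1.9 for *Fosb* (1.88), about 1.2 for *Dusp1* (1.17), about 2 for *Atf3* (1.75), about 0.6 for *Vgf* (0.58) and about 0.65 for *Scg2* (0.63). Each differs by less than its standard error.

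*Atf3* and *A2m* are shown among the differentially expressed genes of Fig. 3c, for which the Methods give a TPM cut-off of 1, and their mean TPM over the 8 samples was 0.988 and 0.912. *Atf3* had an adjusted p of 0.0230 with robust dispersion and the likelihood ratio test and 0.0459 with DESeq2's Wald test (4.31e-05 to 1.00 over all alternatives), so that in those tests only the TPM cut-off left it uncalled. The other reading of that cut-off, a mean TPM above 1 in at least 1 group, was run only with the quasi-likelihood test. It could call only 0 genes there, since no adjusted p was under 0.05, so it does not decide on *Atf3*. Fig. 3c gives *Tuba1c* one of the darkest shades for fold change, whereas its log2 fold change of -0.08 ranked 35 of the 35 tested genes by size. With robust dispersion and the likelihood ratio test it was -0.65, ranked 17 of 35.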

Other observations

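The tests with the marker index, the blood vessel index, the shared sequence of *Tuba1c*, the lists matched on the difference between groups and the block of replicates 1 and 2 against 3 and 4 were chosen after the result was seen. Those of library size and of the genes with most counts for *Vgf* and *Fos* were chosen after the data were examined but before the values they gave were seen. The gene length offset was set before the data were examined, and the counts of other splits before they were seen.

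The marker index was 1.96 ± 0.45 (SD, n = 4) in the CNO samples and 1.37 ± 0.78 (SD, n = 4) in the vehicle samples, and the groups did not differ beyond the spread between replicates (two-sided exact permutation test, p = 0.257). Over 17 genes tested against the index across the 8 samples, *Scg2* had r = 0.945 (exact permutation p = 5.95e-04, adjusted p = 0.00506) and a Spearman rho of 0.905 (exact permutation p = 0.00456, adjusted p = 0.0364). *Vgf* had r = 0.930 (exact permutation p = 0.00213, adjusted p = 0.00725) and rho = 0.857 (exact permutation p = 0.0107, adjusted p = 0.0364). Without vehicle replicate 1 and CNO replicate 4, the samples farthest from the median index, r was 0.782 for *Scg2* and 0.615 for *Vgf*. It fell from 0.963 to 0.623 for *Lgals1*, from 0.910 to 0.553 for *Adamts1*, from 0.749 to 0.138 for *Dusp1* and from 0.648 to 0.143 for *Th*. The correlations of all these genes therefore rest partly on those samples, and those of *Dusp1* and *Th* mostly. *Fos* had r = 0.462 (exact permutation p = 0.262, adjusted p = 0.343) and rho = 0.238 (exact permutation p = 0.582, adjusted p = 0.706), and r = -0.199 without the same samples. With each group centred on its own mean, 19 of the 35 tested genes of Fig. 3c correlated closely and positively with the index. Random lists of 35 genes of similar expression had a median of 8, and 1 of 10000 such lists had as many as 19. These genes were chosen by the paper for their difference between groups, which those lists were not. Lists matched on the test statistic between groups had a median of 16, and 14.3% of them held as many as 19, so the choice of the genes could account for this count. Whether the amount of PV+ interneuron RNA in each sample adds to it cannot be told.

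With the index as a covariate, the log2 fold change was 0.28 for *Vgf* (48.2% of its value without it), 0.28 for *Scg2* (44.5%), 0.36 for *Lgals1* (42.0%) and 0.25 for *Adamts1* (46.4%). The differences that remained had unadjusted p values of 0.0110 for *Vgf*, 0.00953 for *Scg2*, 0.0175 for *Lgals1* and 0.0687 for *Adamts1*, against 0.0153, 0.0165, 0.0250 and 0.0285 without the index. Their adjusted p was 1.00 with the covariate, and that of *Vgf* lay between 0.0139 and 1.00 over all alternatives. The amount of PV+ interneuron RNA in each sample may therefore account for part of each difference. In *Vgf*, *Scg2* and *Lgals1* a remainder at an unadjusted p under 0.05 was left, and in *Adamts1* none was. *Dusp1* and *Th*, at 0.92 and 1.47 with the index from 1.17 and 1.72, also kept a remainder, at unadjusted p values of 7.53e-06 and 1.61e-05. The index as built does not account for these remainders. With 1 surrogate variable, which is estimated from all genes and not from marker lists, the log2 fold changes were 0.30, 0.30, 0.41 and 0.28 for *Vgf*, *Scg2*, *Lgals1* and *Adamts1*. The main axis of variation over all genes (37.8% of the variance) correlated with the index at r = -0.958. The surrogate variable may therefore carry much the same information as the index, which was not tested. A response of the marker genes themselves to CNO would have the same effect on these log2 fold changes and was not tested. *Slc32a1*, itself a PV+ interneuron marker left out of the index, went to -0.063, so its difference is consistent with that amount alone. *Fos* stayed at 1.90 (98.2%) and *Fosb* at 1.71 (90.9%), which goes against this explanation for both genes. After subsampling every sample to the smallest total, without the 2 genes with most counts, and with the gene length offset, the log2 fold change of *Vgf* was 0.57, 0.57 and 0.56 and that of *Fos* was 1.92, 1.93 and 1.93. Each moved by less than a standard error. Over the 17495 genes, subsampling and the exclusion of the 2 genes moved 0 genes by more than a standard error, and the offset moved 715, with a median move of 0.0119. The offset follows only differences in transcript length between samples and moved most genes little, so it does not decide on gene length. For *Vgf* the other tests do not decide on library size or the genes with most counts either. Total counts overlapped between the groups (46393621 to 49413273 with CNO, 44064161 to 49237219 with vehicle). So did the share of the 2 genes with most counts (19.4% to 23.8% and 17.6% to 28.3%). *Fos* did not overlap, at 32.2 to 69.5 normalized CPM with CNO and 11.3 to 15.8 with vehicle. These values argue against library size and the genes with most counts as the source of the *Fos* difference.

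With an index of the other endothelial and mural cell markers as a covariate, the log2 fold change of *Kdr* went from 0.37 (standard error 0.41) to -0.031 (0.26). That of *Fn1* went from 0.30 (0.36) to 0.099 (0.17). Those of *A2m*, *Ctla2a* and *Lcn2* went from 0.63, 1.04 and 1.88 to 0.39, 0.91 and 1.66. Differing amounts of blood vessel RNA in the samples may contribute to the values of *Kdr* and *Fn1*. Both differences were smaller than their standard error without the index, so little was left to account for. Of the 31-nucleotide stretches of *Tuba1c*, 55.3% occur in other genes, 49.0% in *Tuba1b*. Reads assigned to one gene in place of the other could contribute to its variation, but the shared sequence alone cannot show this. With each group centred on its mean, *Tuba1c* correlated with *Tuba1b* at r = -0.553 (exact permutation within groups, p = 0.106) and rho = -0.857 (exact permutation within groups, p = 0.00174), and at r = -0.496 without the 2 samples farthest from the median. This 1 relation, tested after the sequence was seen, leaves that explanation undecided.

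Other splits of the 8 samples into 4 against 4 were compared with the split by treatment. Of the 35 splits, 8 part all 4 same-numbered pairs, and with 8 splits no share under 0.05 can arise, so none of these counts can set the real split apart. In the 8 splits, 8 called at least 0 genes with the quasi-likelihood test and 2 called at least 12 with robust dispersion and the likelihood ratio test. At an unadjusted p under 0.05, 3 of the 8 splits had at least 716 genes. For the camera p of the gene sets, 2 of the 8 splits were as small for the IEGs, 4 for the perineuronal net set and 6 for the neuropeptide set. Over all 35 splits, which include those that part fewer same-numbered pairs, the counts were 35, 12, 11, 3, 22 and 26 in the same order. The largest counts over these splits, 17 genes with the quasi-likelihood test and 402 with robust dispersion, came from the split of replicates 1 and 2 of both groups against replicates 3 and 4, with 2629 genes at an unadjusted p under 0.05. Each side of that split holds both treatments equally, and neither the labels nor the paper's text names a batch. No explanation was tested for it. With this split as a block, chosen after seeing these counts, the treatment called 3 genes with the quasi-likelihood test and 23 with robust dispersion, and 1193 genes had an unadjusted p under 0.05 in the former. Of the 8 splits that part all 4 pairs, 1 called at least 3 and 3 called at least 23 under that block, and the largest count with robust dispersion was 92, from another split, so the block does not set the real split apart in that test. The quasi-likelihood count exceeded those of the other splits, all 0, but 8 splits cannot give a share under 0.05.

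*Trp53bp1* took 12.7% of all counts (9.47% to 15.7% per sample) and *Bcar1* 8.92% (7.20% to 12.6%). These genes were chosen after their values were seen. No explanation, technical or biological, was tested for these shares.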
